# Centromere Binding and a Conserved Role in Chromosome Stability for SUMO-Dependent Ubiquitin Ligases

**DOI:** 10.1371/journal.pone.0065628

**Published:** 2013-06-13

**Authors:** Loes A. L. van de Pasch, Antony J. Miles, Wilco Nijenhuis, Nathalie A. C. H. Brabers, Dik van Leenen, Philip Lijnzaad, Markus K. Brown, Jimmy Ouellet, Yves Barral, Geert J. P. L. Kops, Frank C. P. Holstege

## Abstract

The *Saccharomyces cerevisiae* Slx5/8 complex is the founding member of a recently defined class of SUMO-targeted ubiquitin ligases (STUbLs). Slx5/8 has been implicated in genome stability and transcription, but the precise contribution is unclear. To characterise Slx5/8 function, we determined genome-wide changes in gene expression upon loss of either subunit. The majority of mRNA changes are part of a general stress response, also exhibited by mutants of other genome integrity pathways and therefore indicative of an indirect effect on transcription. Genome-wide binding analysis reveals a uniquely centromeric location for Slx5. Detailed phenotype analyses of *slx5*Δ and *slx8*Δ mutants show severe mitotic defects that include aneuploidy, spindle mispositioning, fish hooks and aberrant spindle kinetics. This is associated with accumulation of the PP2A regulatory subunit Rts1 at centromeres prior to entry into anaphase. Knockdown of the human STUbL orthologue RNF4 also results in chromosome segregation errors due to chromosome bridges. The study shows that STUbLs have a conserved role in maintenance of chromosome stability and links SUMO-dependent ubiquitination to a centromere-specific function during mitosis.

## Introduction

Accurate inheritance of chromosomes during each cell division is crucial for cell survival. Genome instability is disadvantageous and directly associated with many diseases including cancer [1]. Cells have a wide variety of regulatory mechanisms that monitor the fidelity of DNA replication and mitosis. At a molecular level, control of genome stability is an intrinsic process that depends on proper posttranslational modification of many proteins. This includes ubiquitination and sumoylation. Ubiquitin and SUMO (small ubiquitin-like modifier) are small peptides that can be covalently attached to substrates through a three-step enzymatic cascade that activates (E1), conjugates (E2) and ligates (E3) the peptide to a substrate [2]–[4]. In *S. cerevisiae*, the genes *SLX5* and *SLX8* encode the heterodimeric protein complex Slx5/8, which is required for maintenance of genome integrity in yeast [5], [6]. Biochemical characterisation of the complex has revealed that Slx5/8 is a SUMO-dependent ubiquitin E3 ligase [7], [8]. Both Slx5 and Slx8 have a C-terminal zinc finger RING domain, commonly found in many ubiquitin E3 ligases [9]. Slx5/8 also has multiple SUMO-interaction motifs, which confers a unique ability to ubiquitinate and degrade sumoylated proteins [7], [8]. This indicates that SUMO-targeted ubiquitin ligases (STUbLs) control the turnover of sumoylated proteins via ubiquitin-dependent protein degradation to ensure appropriate cellular levels of sumoylated proteins [10].

The cellular role of STUbLs is less well characterised. *SLX5* and *SLX8* were originally identified in a screen for genes that are synthetic lethal with deletion of *SGS1*, a DNA helicase of the RecQ family, indicating a role for Slx5/8 in genome stability [5]. Inactivation of STUbLs leads to a broad spectrum of genome instability phenotypes in *S. cerevisiae* and *S. pombe.* These include a strong cell cycle delay, DNA damage checkpoint activation, sensitivity to genotoxic stress, gross chromosomal rearrangements and increased rates of DNA mutation and recombination [6], [11]–[15]. The Slx5/8 complex resides at sites of DNA damage and replication, and contributes to DNA repair by relocating double stranded DNA breaks to the nuclear pore [11], [12], [16]. How the role of Slx5/8 in genome stability ties in with its function as STUbL is unclear and other cellular roles have also been proposed. STUbL orthologues have now been identified from fission yeast (Rfp1, Rfp2, spSlx8) to human (RNF4), indicating an evolutionarily conserved and important function for ubiquitin-dependent degradation of sumoylated proteins [14], [15], [17], [18]. In humans, there is evidence that RNF4 regulates transcription with several transcription regulators identified as targets for SUMO-dependent ubiquitination [19]–[21]. In yeast, Slx5/8 has also been implicated in transcription regulation [8], [22]–[24], indicating that STUbL function may extend beyond genome stability.

To better characterise the function of STUbLs, the phenotypes of *slx5*Δ and *slx8*Δ deletion mutants in transcription and genome stability were investigated in detail. We show that changes in mRNA expression in *slx5/8* mutants are largely associated with a general stress response that is likely due to genome instability rather than a direct transcriptional defect. Determination of the genomic location of the Slx5/8 complex reveals that Slx5 locates at centromeres. Loss of *SLX5* or *SLX8* is accompanied by accumulation of Rts1 at centromeres during metaphase. Moreover, the *slx5*Δ and *slx8*Δ mutants display a variety of mitotic defects, supporting a role for Slx5/8 in chromosome stability. This is distinct from previously reported roles of Slx5/8 and gives a better insight into how genome instability arises in *slx5/8* mutants. Analysis of human RNF4 shows that the role of Slx5/8 in chromosome stability is evolutionarily conserved, further underscoring the importance of STUbL function in genome stability during mitosis.

## Results

### *Slx5*Δ and *slx8*Δ Display a General Stress Response that is Shared With Mutants of Various Genome Integrity Pathways

To investigate the role of Slx5/8 in transcription, genome-wide mRNA levels in *SLX5* and *SLX8* deletion strains were compared to wild type (wt), all grown to mid-log phase under standard growth conditions. 

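The profiles rest on 4 dual-channel arrays, 2 of *slx5*Δ and 2 of *slx8*Δ, each from a separate culture hybridized against 1 common reference of wt RNA. *SLX5* and *SLX8* encode the partners of the SUMO-targeted ubiquitin ligase. The deleted gene itself was the lowest of all tested genes in its own strain: the log2 ratio of *SLX5* in *slx5*Δ was −3.57 (SE 0.04, n = 2 arrays, adjusted p = 1e-22 from limma), and that of *SLX8* in *slx8*Δ was −2.46 (SE 0.06, n = 2 arrays, adjusted p = 2.2e-16 from limma). In either strain, replicate 1 carried the mutant RNA in Cy3 and replicate 2 in Cy5. Each array held 12776 gene spots, 2 per probe, and 2776 control spots. The depth of an array is its signal over local background: the median over gene spots was 30.3 to 32.4 in Cy5 and 19.2 to 20.1 in Cy3 for *slx5*Δ, and 23.0 to 25.9 in Cy5 and 20.5 to 20.6 in Cy3 for *slx8*Δ. The number of arrays limits the precision of every value. The deposited intensities were used as the scanner gave them. They were background-corrected with normexp (offset 50) and normalized by loess within each array, with control spots at weight 0. The spots of a probe were averaged, and the ratio was turned so that a positive value means more RNA in the mutant. limma then fitted all 34 arrays of the study, which share 1 estimate of the spread, with a coefficient for each deletion strain and a dye term for each gene. The 6182 probes of the authors' final table were tested. A gene counted as changed at an adjusted p under 0.05 and a fold change over 1.7, the thresholds of the paper with p read as adjusted, and the deleted genes were not counted. Since the reference stands for wt as 1 sample, each ratio was tested against 0, which leaves out the spread of wt cultures. The paper compared each mutant with a collection of wt cultures whose arrays are not among the files used here.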

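Most genes that changed on loss of Slx5 were higher, with genes of stress among the highest. Of 6182 tested genes, 331 changed, of which 309 (93.4%) were higher and 22 were lower. With the arrays scaled to one spread 127 changed, 124 higher and 3 lower. *HSP26*, which encodes a small heat shock chaperone, had the highest log2 ratio, 3.93 (SE 0.12, n = 2 arrays, adjusted p = 1.2e-15 from limma). *HUG1*, induced by DNA damage and an inhibitor of ribonucleotide reductase, reached 3.74 (SE 0.11, adjusted p = 4.5e-16, limma). *SIP18*, a desiccation tolerance gene, reached 3.71 (SE 0.36, adjusted p = 3.3e-08, limma). *HSP12*, a membrane-stabilizing stress protein, had a log2 ratio of 3.26 (SE 0.18, adjusted p = 8.7e-12, limma). The hydrophilin gene *GRE1*, the mitochondrial stress gene *FMP16*, the aldehyde dehydrogenase gene *ALD3*, the ribosome-associated gene *TMA10* and the transaldolase gene *NQM1* followed with log2 ratios of 3.08, 3.00, 2.70, 2.61 and 2.57. *MFA1*, which encodes the mating pheromone a-factor, had a log2 ratio of 2.53, the G protein subunit gene *GPG1* one of 2.47 and *MSC1*, known from meiotic recombination, one of 2.36. At least 1 channel was under 2 times background on 55.9% of the 34 arrays for *SIP18*, on 44.1% for *HUG1*, on 35.3% for *MFA1* and on 20.6% for *GRE1*, so the size of these ratios is less certain than their direction. *PHO84*, the high-affinity phosphate transporter, was lowest at −2.32 (SE 0.17, adjusted p = 6.2e-10, limma). *SFG1*, a transcription factor gene of superficial growth, was at −1.28 (SE 0.09). *SUN4* and *EGT2*, which act in cell separation, were at −1.24 (SE 0.09) and −0.89 (SE 0.09), and *HO*, the mating type endonuclease, was at −1.16 (SE 0.05). The remaining genes among the 8 lowest with a name were *PLB2*, a phospholipase gene, at −1.05, *HMS2*, related to heat shock factors, at −1.02 and *DED1*, an RNA helicase gene, at −0.88. Of the changed probes, 39 carry no gene symbol.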

A strong transcriptional response is observed upon *SLX5* deletion, resulting in changed expression of 321 genes (fold change (FC) >1.7, *p*<0.05, Figure 1A). The response in *slx8*Δ is quantitatively weaker (132 genes, FC >1.7, *p*<0.05), but correlates highly with *slx5*Δ (r = 0.81, Figure 1A). 

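The same genes led the response to loss of Slx8, with smaller changes. In *slx8*Δ 154 genes changed, 148 higher (96.1%) and 6 lower. With the arrays scaled to one spread 47 changed, all of them higher. The desiccation gene *SIP18* had a log2 ratio of 3.15 (SE 0.36, n = 2 arrays, adjusted p = 6.7e-07 from limma), the chaperone gene *HSP26* one of 2.89 (SE 0.12, adjusted p = 8e-13) and the DNA damage gene *HUG1* one of 2.83 (SE 0.11, adjusted p = 1e-13). *GRE1*, *HSP12*, *FMP16*, *MFA1*, *ALD3* and *NQM1* were again among the highest, at 2.65, 2.55, 2.20, 2.08, 2.07 and 2.01. *NCA3*, a gene of mitochondrial ATP synthase expression, was at 2.08 (SE 0.11), *GND2*, of the pentose phosphate pathway, at 1.98 (SE 0.15) and *PRM6*, a pheromone-regulated gene that was dim on 94.1% of the arrays, at 1.85 (SE 0.12). The 6 lower genes were *PHO84* (−1.10, SE 0.17), the membrane protein gene *ZEO1* (−0.98, SE 0.09), the septin-associated *AIM44* (−0.87, SE 0.07), the sporulation gene *SPS4* (−0.81, SE 0.06), *LSM8* of the spliceosome (−0.79, SE 0.10) and the prefoldin gene *GIM4* (−0.77, SE 0.10), none of which stayed under the lower fold limit with that scaling. The weaker response was tested directly: 63 genes differed between the strains, 50 higher and 13 lower in *slx5*Δ than in *slx8*Δ. The largest differences, *slx5*Δ minus *slx8*Δ, were in *TMA10* (1.39, SE 0.19, limma adjusted p = 4e-05), the stationary phase gene *SPG4* (1.11, SE 0.19, adjusted p = 0.00034, dim on 85.3% of the arrays) and the hypoxic cytochrome c gene *CYC7* (1.10, SE 0.19, adjusted p = 0.00036), *HSP26* (1.05, SE 0.17) and the nuclear envelope gene *UIP4* (1.04, SE 0.22). On the other side were *PHO84* (−1.22, SE 0.24), the mitochondrial ATP synthase gene *OLI1* (−1.06, SE 0.25), *TAR1*, encoded within the rDNA (−0.96, SE 0.24), *YIG1*, of glycerol metabolism (−0.90, SE 0.21), and *SUN4* (−0.90, SE 0.13). The 63 genes became 36 without *slx5*Δ replicate 2, 99 without *slx5*Δ replicate 1 and 105 without *slx8*Δ replicate 1, and 2 with that scaling. RNA of the strains was extracted by different protocols, so strain and extraction cannot be told apart in this contrast. Across genes, which are not independent replicates, the fitted log2 ratios correlated with Pearson's r = 0.77 and Spearman's rho = 0.583. Unchanged strains were simulated against a shared reference (100 draws), which was set to deviate as much as 1 array does. They gave r = 0.67 (range 0.63 to 0.70). With 2 arrays per strain that setting fixes this r in advance, so it is no yardstick. The covariance was 0.098, against 0.014 (range 0.013 to 0.016) in the simulation, which also depends on the spread set for the reference. The single reference cannot be divided, so part of the excess may come from it.

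**Figure D1:**
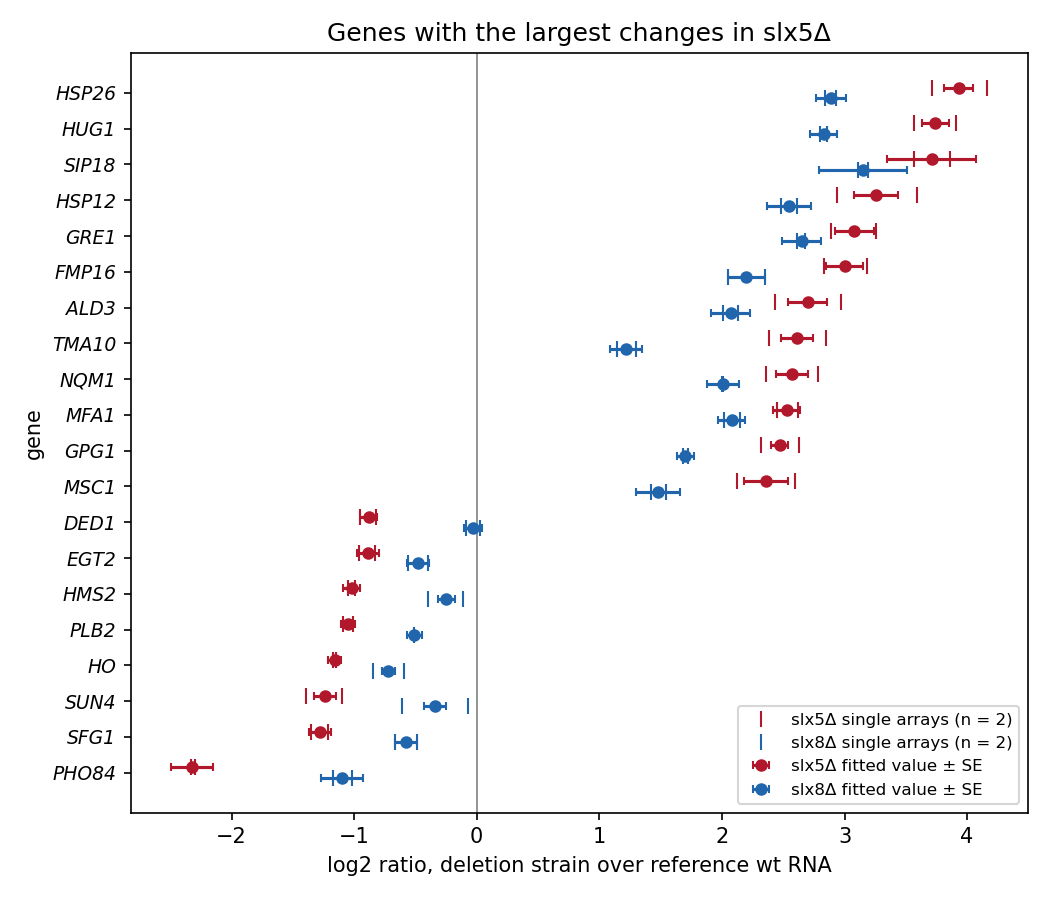
Log2 ratios of the deletion strain over the reference wt RNA (x axis) for the 12 highest and 8 lowest genes of *slx5*Δ (y axis). Points are fitted values in *slx5*Δ and *slx8*Δ, bars are SE, n = 2 arrays per strain. *HSP26* lies at 3.93 in *slx5*Δ and at 2.89 in *slx8*Δ, and *PHO84* at −2.32 and −1.10.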

The similarity is also readily observed upon visual inspection of individual genes and consists largely of upregulated expression (Figure 1B; rows 1–2). 

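Gene by gene, loss of either subunit moved the same genes, nearly all upwards. Of the 154 genes changed in *slx8*Δ, 142 (92.2%) also changed in *slx5*Δ, 141 higher in both strains and 1, the phosphate transporter gene *PHO84*, lower in both. Among the shared genes are those of the ribonucleotide reductase subunits Rnr2, Rnr3 and Rnr4, which supply deoxyribonucleotides. The log2 ratio of *RNR3* was 1.94 (SE 0.11, n = 2 arrays) in *slx5*Δ and 1.61 in *slx8*Δ, that of *RNR4* was 1.94 (SE 0.12) and 1.20, and that of *RNR2* was 1.51 (SE 0.07) and 0.87. *RNR3* was dim on 61.8% of the arrays. *TSA2*, a peroxiredoxin gene, was at 1.74 (SE 0.07) and 1.22, and *PIR3*, a cell wall gene, at 2.02 (SE 0.10) and 1.50. *HSP42*, a chaperone gene, was at 2.03 (SE 0.15) and 1.00. Of the genes changed in *slx5*Δ, 329 (99.4%) had the same sign in *slx8*Δ, although 189 changed in *slx5*Δ alone by the thresholds and 12 in *slx8*Δ alone. *ZEO1* and *AIM44* are among the 12. Strains simulated as unchanged against the shared reference had 1.66 called genes in common on average (0 to 5 in 100 draws). When as many of their highest genes were taken as were called higher here, 86.0 were shared (72 to 100), against 141 in *slx5*Δ and *slx8*Δ chosen that way, a comparison chosen after the data were seen. Both simulated numbers depend on the spread set for the reference.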

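Most genes that Table S1 lists under oxidation and reduction, the pheromone response and ribonucleotide reduction were higher in the strain they are listed for. The cell wall genes went both ways in *slx5*Δ. The sets named here come from Table S1, where the study chose them on these samples, so their counts are not independent evidence. In *slx5*Δ, 51 of 59 measured genes of the oxidation-reduction process were higher, 1 was lower and 7 did not pass, with a median log2 ratio of 1.13. In *slx8*Δ, where the table lists fewer genes for this term, 23 of 25 were higher, with a median of 1.06. Of the 59 genes listed for *slx5*Δ, 27 were called higher in *slx8*Δ. *GTT1*, a glutathione transferase gene with oxidoreductase activity, had a log2 ratio of 1.57 (SE 0.07, n = 2 arrays) in *slx5*Δ and 1.17 in *slx8*Δ. All 4 measured peptidase inhibitor genes were higher in *slx5*Δ, with a median of 1.93. Of 7 genes of glutamate metabolism, 5 were higher. Of 20 cell wall genes in *slx5*Δ, 11 were higher and 6 lower, and in *slx8*Δ 9 of 10 were higher. Among the former is *PIR3*, and among the lower ones of *slx5*Δ are *SUN4* and *EGT2*. In *slx8*Δ all 9 genes of the response to pheromone were higher in both strains, with a median of 1.27. Among mating genes, *AGA1*, the agglutinin anchor, was at 1.20 (SE 0.10) in *slx5*Δ and 1.54 in *slx8*Δ, and *SAG1*, the alpha-agglutinin gene, at 1.14 (SE 0.11) and 1.27. The 3 ribonucleoside-diphosphate reductase genes of *slx8*Δ were all higher, with a median of 1.20. Against lists fixed from general knowledge before the data were examined, 17 of 25 haploid-specific and pheromone-induced genes were higher and 3 lower in *slx5*Δ (also 17 and 3 adjusted over the list alone), and 16 were higher and 4 lower in *slx8*Δ (also 16 and 4 adjusted over the list alone). These list counts use the adjusted p alone. By it, 3339 of 6182 tested genes passed in *slx5*Δ and 3095 in *slx8*Δ, in either direction. Of 30 cell wall genes, 14 were higher and 9 lower in *slx5*Δ (14 and 9 adjusted over the list alone), and 14 higher and 6 lower in *slx8*Δ (15 and 6 adjusted over the list alone). Of its members, *GSC2*, a glucan synthase gene, was at 1.72 (SE 0.06) and 1.20, and *YGP1*, a secreted stress glycoprotein gene, at 1.76 (SE 0.15) and 1.13.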

The differentially expressed genes are enriched for various Gene Ontology (GO) terms (Table S1), some of which have previously also been associated with the environmental stress response in yeast [25]. The *slx5*Δ and *slx8*Δ mutant profiles were therefore compared with previously published DNA microarray datasets of various stress responses, which all share a similar expression response [25]. This reveals a significant correlation between *slx5*Δ and *slx8*Δ expression profiles and stress responses such as heat shock (r = 0.48, *p* = 2.95E-200), indicating constitutive activation of a stress response in both *slx5*Δ and *slx8*Δ under normal growth conditions.

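Genes of the general stress response were higher in both strains without any stress treatment. The published heat shock profiles are not among the files used here, so the stress genes were taken from lists fixed before the data were examined. Of 40 genes that depend on Msn2 and Msn4, the transcription factors of general stress, 37 were higher in *slx5*Δ and none lower (37 adjusted over the list alone), with a median log2 ratio of 1.69. In *slx8*Δ 34 were higher and none lower (35 adjusted over the list alone), with a median of 1.02. *CTT1*, the cytosolic catalase gene, had a log2 ratio of 2.00 (SE 0.17, n = 2 arrays, adjusted p = 3.5e-09 from limma) in *slx5*Δ and 1.26 (adjusted p = 4.3e-06) in *slx8*Δ. Of 24 genes of heat shock proteins and chaperones, 14 were higher in *slx5*Δ and 10 in *slx8*Δ, where 2 were lower, with the same numbers adjusted over the list alone. Of all 6182 tested genes, 3339 passed the adjusted p in *slx5*Δ and 3095 in *slx8*Δ, in either direction. The number of heat shock genes that passed was close to that share, so it does not set this list apart. Single members varied, with *SSA4*, an Hsp70 gene, at 2.06 (SE 0.12) and 1.20, and *HSP104*, the disaggregase gene, at 1.32 and 0.28. *HSP82* and *HSC82*, the Hsp90 genes, were at 0.05 and −0.04 in *slx5*Δ. These Hsp90 genes and *HSP104* were picked after their values were seen. *HSP104* passed in *slx5*Δ (limma adjusted p = 4e-05) and not in *slx8*Δ (adjusted p = 0.30). Trehalose and glycogen genes were higher for 14 of 18 members in either strain (14 adjusted over the list alone), with *PGM2*, phosphoglucomutase, at 1.71 (SE 0.18) and 1.00 and *GDB1*, glycogen debranching enzyme, at 1.66 (SE 0.11) and 1.21. Of 23 genes of oxidative stress defence, 16 were higher and 2 lower in *slx5*Δ (16 and 2 adjusted over the list alone), and 13 were higher and 1 lower in *slx8*Δ (14 and 1 adjusted over the list alone). Ribosome biogenesis genes fell, 31 of 41 in *slx5*Δ and 26 in *slx8*Δ (31 and 26 adjusted over the list alone), with medians of −0.36 and −0.30. *RRP5*, which processes ribosomal RNA, was at −0.57 (SE 0.07) and −0.42. By camera with a preset correlation of 0.01, the adjusted p in *slx5*Δ was 1.8e-18 for the Msn2 and Msn4 genes, 1.6e-05 for heat shock proteins, 5.7e-06 for trehalose and glycogen and 6e-08 for ribosome biogenesis. With the correlation estimated from the data these were 0.11, 0.19, 0.19 and 0.19, and none of the stress lists passed in either strain. The lists share members, so their results are not independent. Among the Msn2 and Msn4 genes are also *PGM2*, *TPS1* and *TSL1* of the trehalose and glycogen list, *HSP26* and *HSP104* of the heat shock list and *CTT1* of oxidative stress defence. The paper takes the correlation of these profiles with published stress profiles as a sign of constitutive activation of a stress response in both mutants.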

**Figure 1:**
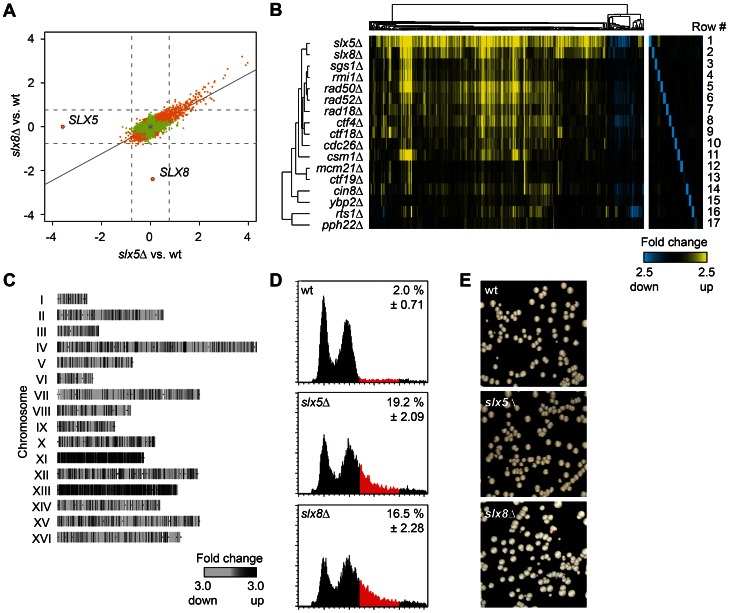
*Slx5*Δ and *slx8*Δ display a genome instability-induced stress response. (A) Scatter plot comparing the changes in mRNA expression levels in *slx5*Δ and *slx8*Δ mutants. Fold change (FC) in expression is the average of four measurements for each mutant (two independent cultures each measured twice), plotted as log_2_ values of mutant over wt. Genes changing significantly (*p*<0.05) are indicated in orange (significant in both mutants) or green (significant in one mutant). Deleted genes are indicated. Solid line indicates the regression line. Dashed lines mark a 1.7 FC threshold. (B) Heatmap and cluster diagram of the gene expression profiles of deletion mutants, showing all significant genes (FC >1.7, *p*<0.05) that change at least once in any mutant. FC expression of mutant over wt is indicated by the colour scale, with yellow for upregulation, blue for downregulation and black for no change. Deleted genes are depicted in the right-hand panel. (C) Microarray expression profile of an aneuploid *slx8*Δ mutant with duplications of chromosome XI and XIII. Genes are mapped per chromosome. The grey scale indicates FC expression in the *slx8*Δ strain versus wt. (D) Flow cytometric profiles of asynchronous populations of wt, *slx5*Δ and *slx8*Δ. Cell population with a >2N DNA content, indicated in red, is quantified (± s.d., n = 3). (E) Chromosome loss assay of wt, *slx5*Δ and *slx8*Δ cells. Red-sectoring of colonies reflects loss of the reporter chromosome. Frequency of chromosome missegration events is 0.03% (n = 1 out of 3415 colonies) for wt, 0.06% (n = 2 out of 3254, *p* = 0.247) for *slx5*Δ, and 0.11% (n = 4 out of 3555, *p* = 0.022) for *slx8*Δ. Frequencies are quantified by colony half-sector analysis and significance of the difference of mutant compared to wt was determined using the binomial test.

Although Slx5/8 have previously been implicated in regulating transcription, one interpretation of the observed changes in gene expression is that these are indirectly caused by cellular stress as a consequence of the genome instability known to occur in *slx5*Δ and *slx8*Δ. To investigate this, DNA microarray expression profiles were generated for deletion mutants of various genome integrity pathways (Figure 1B). These mutants include components of the Sgs1-Rmi1-Top3 DNA helicase complex (*sgs1*Δ, *rmi1*Δ), DNA repair factors (*rad18*Δ, *rad50*Δ, *rad52*Δ), Cohesin components (*ctf4*Δ, *ctf18*Δ), a component of the anaphase promoting complex (*cdc26*Δ), a kinesin motor protein (*cin8*Δ), kinetochore-associated proteins (*csm1*Δ, *ctf19*Δ, *mcm21*Δ, *ybp2*Δ) and protein phosphatase 2A subunits (*pph22*Δ, *rts1*Δ). 

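For these 15 strains, 30 arrays were deposited, 2 per strain, each from a separate culture in the BY4742 background against the same common reference of wt RNA. The deleted gene checks the labels. It was lower than the reference on both arrays in all 17 strains of the study and passed the adjusted p in each, and it was the lowest of all tested genes in 10. *RTS1* in *rts1*Δ had the lowest log2 ratio, −4.19 (SE 0.11, n = 2 arrays, adjusted p = 2.3e-16 from limma). The smallest were *PPH22* in *pph22*Δ at −0.75 (SE 0.05) and *CTF19* in *ctf19*Δ at −0.51 (SE 0.06). *CTF19* lay near background, at 1.53 times background in the reference channel, while *PPH22* kept a signal of 33.9 times background in the mutant channel, against 52.6 in the reference. All strains have 1 array with the mutant in Cy3 and 1 with it in Cy5. Median signal over background was 5.51 to 23.4 in Cy5 (median 10.6) and 3.39 to 25.8 in Cy3 (median 9.18). RNA of *cdc26*Δ, *rad18*Δ, *pph22*Δ and *rts1*Δ was extracted by the robotic protocol also used for *slx5*Δ, that of *slx8*Δ by a separate protocol and that of the other 11 strains by a later high-throughput one. Labelling by robot covered all 15 strains, whereas *slx5*Δ and *slx8*Δ were labelled with aminoallyl, so labelling and these genotypes cannot be told apart. Processing, fit and thresholds were those of the *slx5*Δ and *slx8*Δ arrays.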

The transcription responses of all these mutants show a high degree of similarity to each other and to *slx5*Δ and *slx8*Δ, differing mainly in the degree of upregulation, rather than in the affected genes (Figure 1B). 

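The stress gene *HSP12* was among the 3 highest genes in each of these 15 strains except *csm1*Δ and *pph22*Δ, and the phosphate transporter gene *PHO84* was lower in all of them. *RTC3*, a stress gene of RNA metabolism, was called higher in all 17 strains, with log2 ratios from 0.79 to 2.46 (median 1.48). *HSP12* ranged from 0.61 in *pph22*Δ, which did not pass, to 3.32 in *rad50*Δ, and *CTT1* from 0.69 to 2.84. *HSP26* ranged from −0.57 to 3.93 and was higher at the adjusted p in 14 strains and lower in 1. *GRE1* led the response of *csm1*Δ at 3.49 (SE 0.16, n = 2 arrays, adjusted p = 3.6e-12 from limma) and of *rmi1*Δ at 2.91. *NCE103*, the carbonic anhydrase gene, was among the highest in *ctf4*Δ at 2.35 (SE 0.22) and in *ctf18*Δ at 2.17 (SE 0.22), and *PYC1*, pyruvate carboxylase, in *ybp2*Δ at 1.42 (SE 0.08). The iron-binding cell wall gene *FIT3* was next lowest in *cin8*Δ (−1.45, SE 0.20), *ctf18*Δ, *ctf19*Δ, *rad18*Δ, *rad52*Δ, *rmi1*Δ (−0.82, SE 0.20) and *ybp2*Δ. *YHB1*, nitric oxide oxidoreductase, was lower in *ctf4*Δ at −1.21 (SE 0.08). The degree differed: 14 genes changed in *pph22*Δ, 29 in *ybp2*Δ, 31 in *mcm21*Δ, 34 in *ctf19*Δ, 44 in *cdc26*Δ, 60 in *rts1*Δ, 68 in *cin8*Δ, 74 in *sgs1*Δ, 77 in *csm1*Δ, 83 in *rmi1*Δ, 87 in *rad18*Δ, 109 in *ctf18*Δ, 128 in *rad52*Δ, 129 in *ctf4*Δ and 145 in *rad50*Δ. Their order is not firm. Without 1 array the count became 6 in *pph22*Δ (without replicate 2), 17 in *ybp2*Δ (without replicate 1), 20 in *mcm21*Δ (without replicate 2), 19 in *ctf19*Δ (without replicate 1), 44 in *cin8*Δ (without replicate 1) and 197 in *ctf4*Δ (without replicate 1). With the arrays scaled to one spread it became 26 in *rad18*Δ, 30 in *pph22*Δ, 53 in *mcm21*Δ, 59 in *ctf19*Δ, 75 in *ctf4*Δ, 78 in *ybp2*Δ and 98 in *rts1*Δ, and *rad52*Δ, at 168, then exceeded *slx5*Δ, at 127. The share of these that were higher was 70.0% in *rts1*Δ to 98.7% in *csm1*Δ (median 91.4%). Of the 343 genes changed in *slx5*Δ or *slx8*Δ, 69.7% (*rts1*Δ) to 96.8% (*rad50*Δ) had the same sign in the other strains (median 94.2%). Over the 343 genes furthest from 0 in *slx5*Δ or *slx8*Δ, the mean share was 89.2%. It was 93.1% (91.1% to 94.8% in 100 draws) for as many genes chosen that way in strains simulated as unchanged, a comparison chosen after the data were seen. The simulated share depends on the spread set for the reference. With that spread, the sign alone does not set these strains apart from the shared reference. Of the genes a strain changed, 41.7% (*rts1*Δ) to 95.5% (*cdc26*Δ) also changed in *slx5*Δ or *slx8*Δ (median 76.7%). For *rad50*Δ these were 122 genes, where as many of the genes furthest from 0 in strains simulated as unchanged shared 94.3 (76 to 108), for *pph22*Δ 8, against 12.7 (10 to 14), and for *rts1*Δ 25, against 47.2 (39 to 53). Chosen that way, *rad50*Δ, *cdc26*Δ, *rad52*Δ and *sgs1*Δ lay above their simulated range. *pph22*Δ, *rts1*Δ, *mcm21*Δ and *ybp2*Δ lay below it, and the other strains within it. These ranges also depend on the spread set for the reference. Across genes, which are not independent replicates, r with *slx5*Δ was 0.27 (*pph22*Δ) to 0.79 (*rad52*Δ, median 0.64), r with *slx8*Δ 0.20 (*pph22*Δ) to 0.66 (*rad50*Δ, median 0.57), and r among the 15 strains 0.43 to 0.92 (median 0.69). Among these 15 it was 0.76 within an extraction protocol (61 pairs) and 0.56 across protocols (44 pairs), and it was 0.58 between them and the strains labelled with aminoallyl. For *slx5*Δ it went the other way, with 0.49 within its protocol (4 pairs) and 0.64 across protocols (11 pairs). These 4 pairs were unlike, at 0.77 with *rad18*Δ, 0.70 with *cdc26*Δ, 0.28 with *rts1*Δ and 0.27 with *pph22*Δ. The median of 0.49 thus depends on which strains share the protocol. Over all pairs of the 17 strains the median r was 0.67. In unchanged strains simulated with the shared reference it was 0.67 (range 0.65 to 0.69). The spread set for that reference fixes the simulated value in advance, so the match decides nothing. The median covariance was 0.029 against 0.014, which depends on the same setting. Here too the reference, which is 1 sample, may add to the excess.

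**Figure D2:**
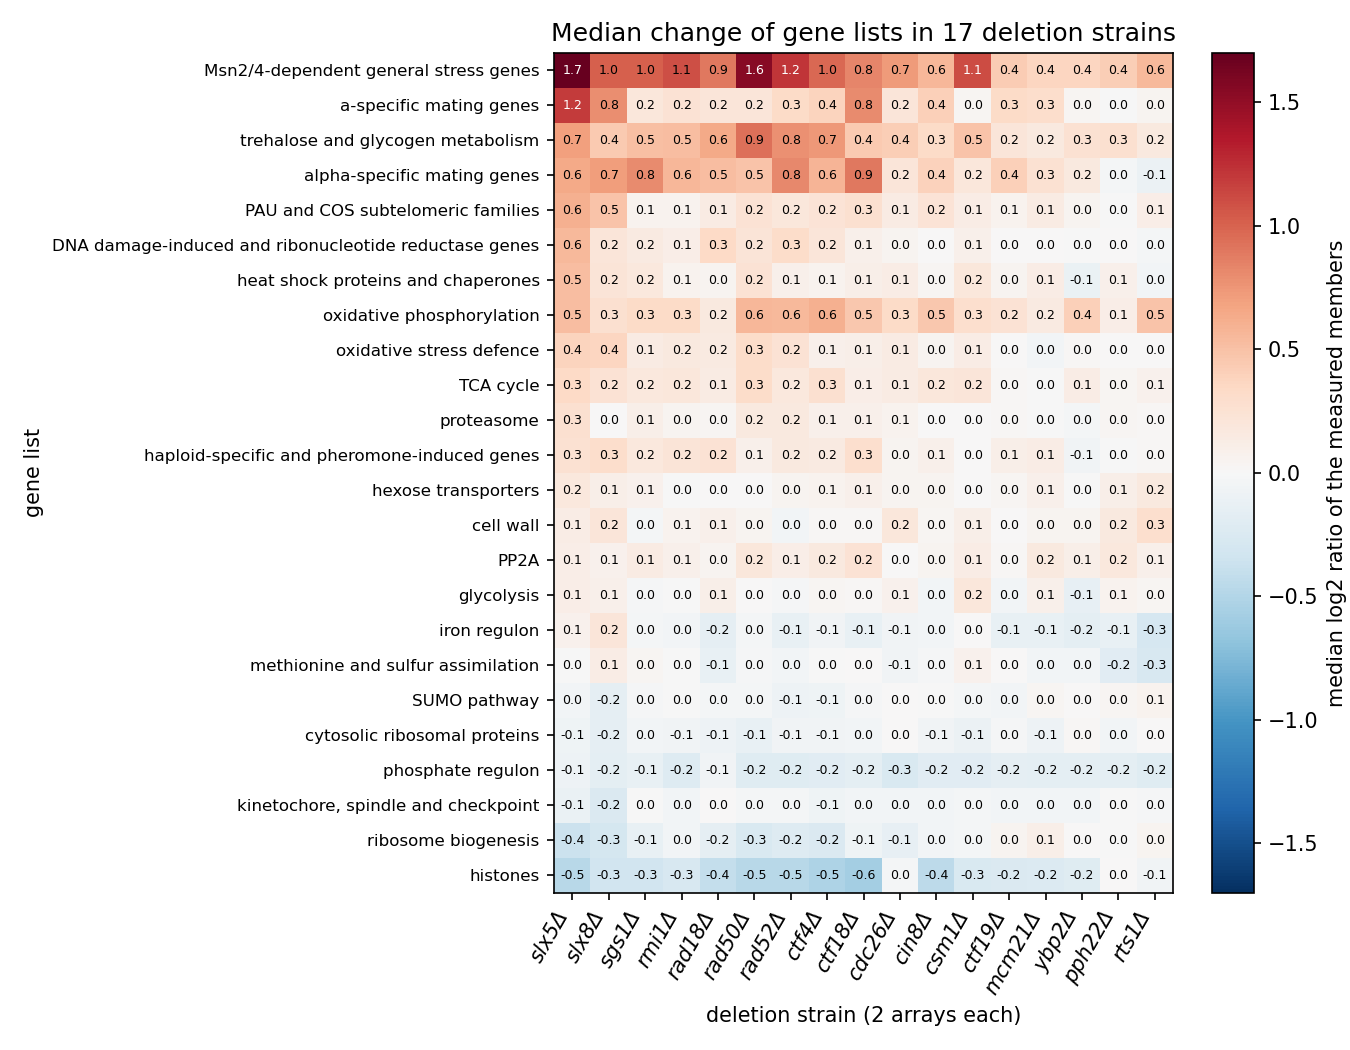
Median log2 ratio of the measured members (colour and printed value) of gene lists fixed before the data were examined (y axis) in 17 deletion strains (x axis, 2 arrays each). The Msn2 and Msn4 genes lie between 0.36 and 1.69 in every strain. Medians near 0, such as those of glycolysis, change sign with the normalization.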

The differentially expressed genes are enriched in DNA binding sites for the stress response transcription factors Msn2 and Msn4 (Table S1) [26], [27]. 

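Target genes of Msn2 and Msn4 were higher as a group by camera with a preset correlation in all 15 strains, and with an estimated one in 5. Neither *MSN2* nor *MSN4* itself passed the fold change threshold in any of the 17 strains. All strains were set against the same reference RNA, with no array of wt against it. The 15 results are therefore not independent, and low levels of these genes in the reference would raise them in every strain. In lists fixed before the data were examined, 15 (*mcm21*Δ) to 40 (*rad50*Δ) of 40 Msn2 and Msn4 genes were higher, and 25 (*mcm21*Δ) to 40 (*rad50*Δ) were higher in those strains adjusted over the list alone. At most 1 was lower. In *ybp2*Δ 18 were higher and 1 lower (22 and 2 adjusted over the list alone). The median log2 ratio was 0.36 in *mcm21*Δ, 0.37 in *ybp2*Δ, 0.42 in *pph22*Δ, 0.83 in *ctf18*Δ, 1.22 in *rad52*Δ and 1.55 in *rad50*Δ. The camera adjusted p with the preset correlation ran from 2.6e-39 in *sgs1*Δ to 1.5e-11 in *ybp2*Δ. With an estimated correlation 5 of the 15 strains passed: *rmi1*Δ (0.017), *sgs1*Δ (0.019), *rad52*Δ (0.029), *csm1*Δ (0.034) and *cdc26*Δ (0.043). *MSN2* had a log2 ratio of −0.22 (SE 0.05, n = 2 arrays, adjusted p = 0.0012 from limma) in *slx5*Δ and −0.37 (SE 0.05, adjusted p = 7.7e-06) in *slx8*Δ. *MSN4* was at 0.62 (SE 0.09, limma adjusted p = 7.9e-06) in *slx5*Δ and 0.23 (SE 0.09, adjusted p = 0.041) in *slx8*Δ, a call lost without either *slx8*Δ replicate. Over 17 strains *MSN4* ranged from 0.23 to 0.74 and passed in 14. The genes that Table S1 lists under Msn2 or Msn4 binding sites were chosen by the study on these samples, so their counts are not independent evidence. Of these, 32 of 39 were called higher in *slx5*Δ, 19 of 21 in *slx8*Δ, 23 of 24 in *rad50*Δ and 16 of 20 in *rad52*Δ, and none was lower in these strains. Of the 43 genes in the union of these lists, 2 (*ybp2*Δ) to 25 (*rad50*Δ) were called higher in the 15 strains. *TSL1*, a trehalose synthase subunit, was among the 3 highest genes of *pph22*Δ at 0.97 (SE 0.19), and *HXK1*, hexokinase, was among those of *rad18*Δ at 1.60 (SE 0.21).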

Perturbation of several different genome integrity pathways therefore result in a similar gene expression response that is related to stress. A likely explanation for a large part of the gene expression response in *slx5*Δ and *slx8*Δ is therefore that this results indirectly from genome instability-induced stress rather than from a direct defect at the level of transcription of all these genes.

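Of the lists fixed before the data were examined, the trehalose and glycogen genes and the genes of oxidative phosphorylation were higher by camera with a preset correlation in all 15 strains, but with an estimated one in 0 and 4, with medians of 0.16 to 0.93 and 0.11 to 0.60. Phosphate genes were lower in 14 (10 with an estimated correlation), with medians of −0.26 to −0.06, and histone genes in 12 (1 with an estimated correlation), with medians of −0.58 to 0.00. None of these lists changed its sign under another normalization in any of the 15 strains. As these strains share 1 reference RNA, the counts of strains are not counts of independent results. In *rts1*Δ, for example, the adjusted p of oxidative phosphorylation was 1.1e-27 with the preset correlation and 0.029 with the estimated one. *GLC3*, the glycogen branching enzyme gene, was at 1.24 (SE 0.11, n = 2 arrays) in *slx5*Δ and 0.94 in *slx8*Δ, and *SDH2*, a succinate dehydrogenase gene, at 0.92 (SE 0.07) and 0.62. *HTB2*, a histone H2B gene, was at −0.74 (SE 0.10) and −0.52. Of 39 oxidative phosphorylation genes, 35 were higher in *slx5*Δ and 24 in *slx8*Δ (35 and 26 adjusted over the list alone), and all 10 histone genes were lower in both (10 adjusted over the list alone). Among 15 phosphate genes, 6 were higher and 7 lower in *slx5*Δ, with the same numbers adjusted over the list alone. In *slx8*Δ 5 were higher and 6 lower (5 and 7 adjusted over the list alone), with a median of −0.16 that turned to 0.04 with the authors' normalized values. The DNA damage genes were higher by camera in 7 of the 15 strains, and with an estimated correlation in 4. Of the 22 measured, 14 were higher and 1 lower in *slx5*Δ (15 and 1 adjusted over the list alone), and 12 were higher and 1 lower in *slx8*Δ (12 and 2 adjusted over the list alone). The adjusted p in *slx5*Δ was 1.6e-05 by camera and 0.073 with an estimated correlation. *HUG1* ranged from −0.23 to 3.74 over 17 strains and was higher in 10. From the likeness of these responses across genome integrity pathways, the paper proposes that a large part of the response in *slx5*Δ and *slx8*Δ results indirectly from stress caused by genome instability, and not from a direct defect in transcription of these genes.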

### *Slx5*Δ and *slx8*Δ Mutants are Aneuploid

The DNA microarray analyses of *slx5*Δ and *slx8*Δ also reveals a second unanticipated phenotype, the occurrence of whole chromosome aneuploidy, an example of which is shown in Figure 1C. Microarray analyses were performed on liquid cultures derived from independent colonies for each mutant. In *slx5*Δ and *slx8*Δ, aneuploidy of various chromosomes (VII, XI, XII and XIII) was observed in the form of an apparent upregulation of all genes from one or more of these chromosomes. Detection of aneuploidy in this way has been described before [28]. 

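No chromosome stood out on the arrays of *slx5*Δ and *slx8*Δ averaged for the expression profiles. The chromosome of each gene was taken from the yeast genome reference. The median log2 ratio of the genes of a chromosome was set against the median of the array, over 83 (chromosome I) to 685 genes. In a haploid strain a second copy in every cell would place a chromosome at a log2 ratio of 1. The medians were −0.07 to 0.07 in *slx5*Δ and −0.04 to 0.17 in *slx8*Δ, with 2 arrays per strain. The highest, 0.17, was chromosome I on replicate 2 of *slx8*Δ, which was at 0.01 on replicate 1. Chromosomes VII, XI, XII and XIII lay within 0.07 of the array median on all 4 arrays. None of the 544 medians over 34 arrays and 16 chromosomes reached 0.3, nor 0.2, and the same held for chromosome arms at 0.3. An extra copy in a minority of the cells would give a smaller shift, so a small fraction of aneuploid cells is not excluded.

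**Figure D3:**
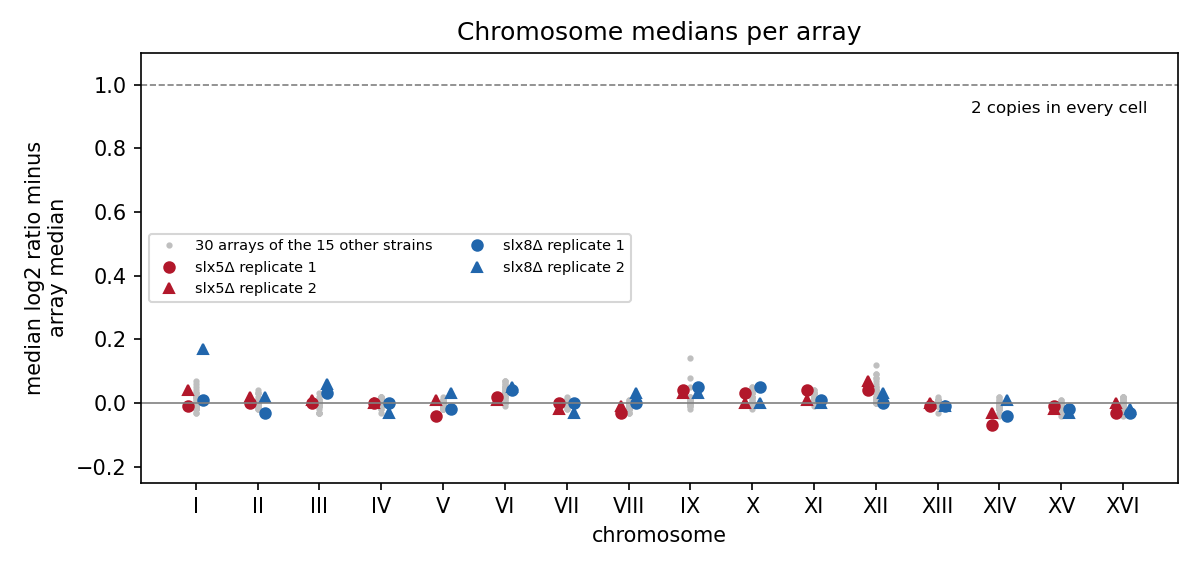
Median log2 ratio of the genes of each chromosome minus the array median (y axis) for 16 chromosomes (x axis). Large symbols are the 4 arrays of *slx5*Δ and *slx8*Δ, and small grey points the 30 arrays of the 15 other strains. The dashed line at 1 marks 2 copies in every cell, and no array lies above 0.17.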

Note that the expression profiles shown in Figure 1A and B are the average of two independent colonies per mutant where no aneuploidy was observed. Since the detection of aneuploidy in DNA microarray experiments depends on singular events in the starting colonies, flow cytometric profiles were generated to examine the DNA content of individual cells (Figure 1D). In asynchronous cell cultures, *slx5*Δ and *slx8*Δ mutants are characterised by a large fraction of the cell population having a DNA content higher than 2N (19.2%, 16.5% and 2% in *slx5*Δ, *slx8*Δ and wt respectively). The flow cytometry therefore agrees with the aneuploidy observed in individual *slx5*Δ and *slx8*Δ microarray experiments. A colony colour assay was performed to measure the chromosome stability in *slx5*Δ and *slx8*Δ [29]. Wt, *slx5*Δ and *slx8*Δ cells, bearing the *ochre* mutation *ade2-101*, were complemented with a reporter chromosome bearing the *SUP11* gene that suppresses the red colour (Figure 1E). Chromosome missegregation events of the reporter chromosome were analyzed. Although *slx8*Δ shows a statistically significant increase of missegregation events (*p* = 0.022), this increase is only marginal and not statistically significant for *slx5*Δ (*p* = 0.247). The *slx5*Δ, *slx8*Δ aneuploidy is therefore not likely caused by chromosome loss or nondisjunction.

### Slx5 Resides at the Centromere

To further elucidate the function of Slx5/8, their location on DNA was investigated by genome-wide chromatin immunoprecipitation (ChIP-chip). This was motivated by the observation that previously reported roles of Slx5/8, such as transcription [8], [22]–[24] and DNA repair [11], [12], [16], may be associated with location on DNA. Slx5 and Slx8 were C-terminally fused to GFP by genomic integration, resulting in expression at endogenous levels. ChIP-chip reveals the presence of 17 distinct binding peaks for Slx5 (Figure 2A). Strikingly, each Slx5 peak maps to a different chromosome and coincides exactly with the location of the centromere. One exception is chromosome IV, where a second smaller Slx5 peak is detected (Figure 2A). As opposed to Slx5, Slx8 did not show enrichment at centromeres. For example, whereas chromosome I shows a single centromeric Slx5 peak, we did not detect any coinciding Slx8 signal (Figure 2B and C). Other genomic locations, such as ORFs, promoters, (sub-)telomeres, ARS, or rDNA, do not show notable enrichment for Slx5 or Slx8.

**Figure 2:**
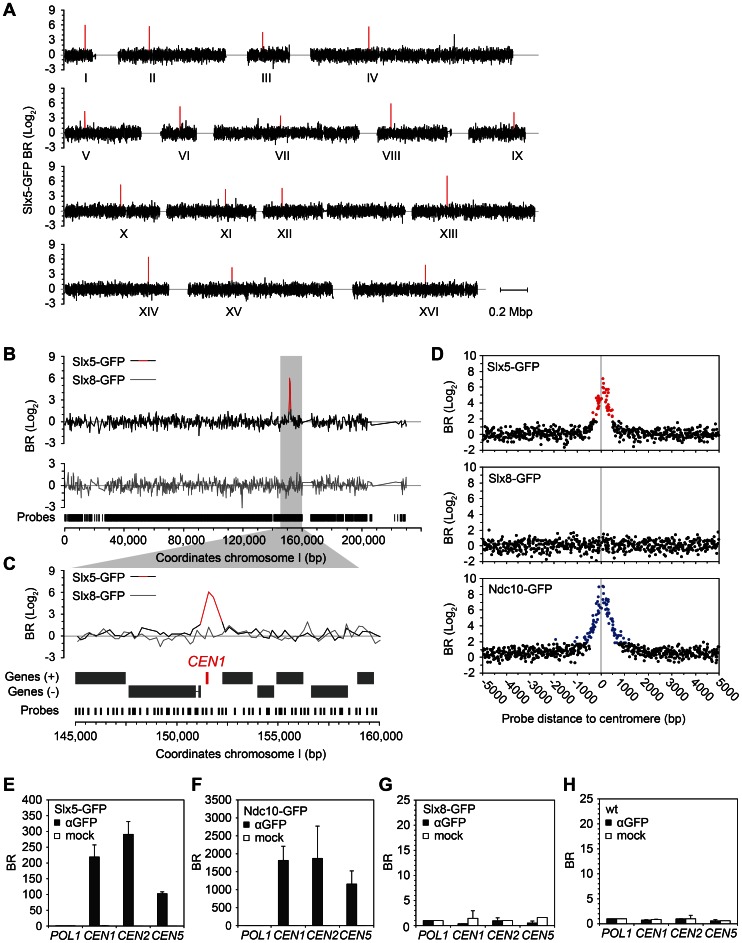
Slx5 resides at centromeres. (A) ChIP-chip analysis of Slx5. Binding ratios (BR) of individual probes are mapped to the 16 chromosomes of the *S. cerevisiae* genome. BR is expressed as log_2_ value of αGFP ChIP/input with subtraction of the mock/input signal. The positions of the centromeres are marked I to XVI. (B) Binding profile of Slx5 and Slx8 at chromosome 1. The genomic region shown in grey is magnified in (C). (D) Average centromeric binding profiles of Slx5, Slx8 and Ndc10. Signals from microarray probes are mapped relative to their position to the centromere and all probes are included that map to within 5000 bp of all 16 centromeres. Probes with a BR (log_2_) >2 are shown in red (Slx5) or blue (Ndc10). (E–H) ChIP-qPCR of Slx5 (E), Ndc10 (F), Slx8 (G) and wt (H). BRs at centromere 1, 2, and 5 are normalised to the control gene *POL1* (± s.d., n = 3).

Centromeres play a key role in chromosome segregation. They provide the binding site for the kinetochore, which physically connects centromeres to microtubules, allowing segregation of sister chromatids during mitosis and meiosis [30]. The centromeres of budding yeast are small (∼120 bp) and known as point centromeres. Each Slx5 peak is characterised by enriched signals on three to five consecutive microarray probes that span a centromere (e.g. Figure 2C). An average centromere binding profile was generated by mapping all (peri-)centromeric probes relative to their respective centromere (Figure 2D). Slx5 enrichment is centred on the core centromere, without global enrichment of the entire 10 kb pericentromeric region. We compared the binding profile of Slx5 to a known kinetochore component, Ndc10, which is the centromere DNA binding subunit of the kinetochore [31]. Strikingly, the binding pattern of Slx5 is equivalent to Ndc10, showing that Slx5 is preferentially located at the core centromere (Figure 2D). Centromeric location of Slx5 was further confirmed by ChIP quantitative real-time PCR. Slx5 and Ndc10 are highly enriched at all centromeres tested (Figure 2E and F), in agreement with the genome-wide experiments. Mock ChIPs, Slx8 and an untagged wt strain show no centromeric enrichment (Figure 2E–H), confirming the specific location of Slx5 to centromeres.

The subcellular localisation of Slx5 was investigated further by fluorescence microscopy (Figure 3A). Slx5 has a diffuse nuclear location with occasional subnuclear foci. This is similar to other studies, where Slx5 is shown to have a diffuse nuclear location with DNA foci at DNA repair centres [16]. We investigated whether Slx5 foci also colocalise with centromeric regions, as marked by kinetochore subunit Nnf1 (Figure 3A). Strict colocalisation of the Slx5 foci with Nnf1 was not observed. Although in rare cases Slx5 foci do overlap with the kinetochore (Figure 3A, cell a) it cannot be ruled out that they may represent cases where a DNA break is in close proximity to the centromere. This indicates that the centromeric pool of Slx5 cannot be distinguished visually by fluorescence microscopy and that it is likely part of the diffuse nuclear Slx5 pool (Figure 3A, cell b).

**Figure 3:**
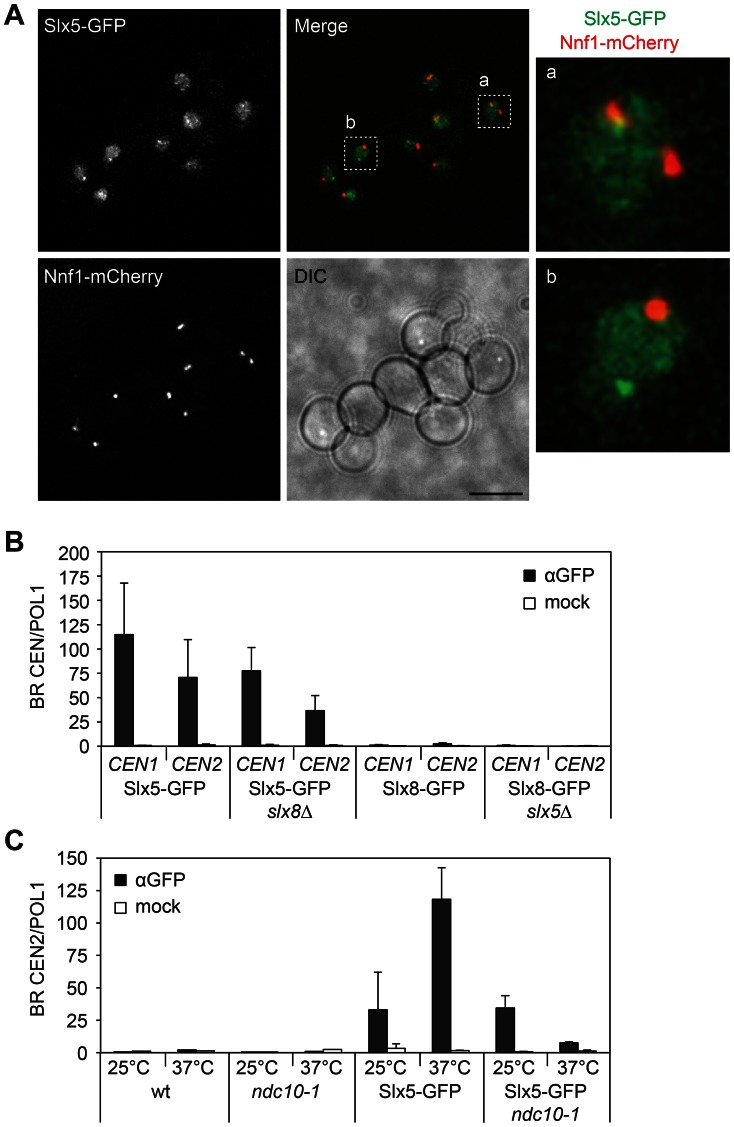
Slx5 binding to centromeres is largely kinetochore-dependent. (A) Live cell microscopy of cells coexpressing Slx5-GFP and kinetochore protein Nnf1-mCherry. Right-hand panel shows a magnification of two nuclei, indicated in the merged image. Scale bars, 5 µm. (B) ChIP-qPCR of Slx5-GFP and Slx8-GFP in wt, *slx5*Δ or *slx8*Δ strains. Binding ratios (BR) at *CEN1* and *CEN2* are represented as enrichment over the control gene *POL1* (± s.d., n = 4), based on two independent biological replicate experiments. (C–D) ChIP-qPCR of Slx5-GFP in wt and *ndc10-1* strains at permissive (25°C) and nonpermissive (37°C) temperatures. Data is represented as enrichment at *CEN2* over *POL1* (Slx5-GFP and Slx5-GFP *ndc10-1*: ± s.d., n = 2) (wt and *ndc10-1*: n = 1, no enrichment).

We next tested the dependency of the Slx5 centromeric location on other proteins by ChIP. Slx5 binding to centromeres is hardly reduced in the absence of *SLX8* (Figure 3B). This agrees with previous observations showing that Slx5 still forms nuclear foci and binds to DNA breaks without Slx8 [16]. Slx8 also remains absent from centromeres upon deletion of *SLX5* (Figure 3B). To investigate whether centromere location of Slx5 is kinetochore-dependent, a ChIP was performed in the *ndc10-1* mutant, which is defective in kinetochore assembly at a nonpermissive temperature [31]. Centromeric binding of Slx5 is nearly completely eliminated when shifting Slx5-GFP *ndc10-1* cells from 25°C to 37°C (Figure 3C). There is some residual binding, indicating that although centromere location of Slx5 is largely kinetochore-dependent, additional kinetochore-independent interactions may also be involved.

### Rts1 Accumulates at Kinetochores in *slx5*Δ and *slx8*Δ Metaphase Cells

A role for Slx5/8 that is associated with a centromeric location is particularly interesting since this may better explain the genome stability defects of *slx5*Δ and *slx8*Δ mutants. Since many different regulatory pathways influence chromosome segregation, a candidate-based approach was adopted to determine factors that may be involved in the same pathway as Slx5/8, focusing in particular on potential targets. In yeast, kinetochore proteins Ndc10, Cep3 and Bir1 are sumoylated and Ndc10 interacts with Slx5 by yeast two-hybrid [32]. Changes in protein levels or subcellular location in *slx5/8* mutants were not found for any of these candidates (Figure S1). Mutations in most centromere components display either no or only weak negative synthetic genetic interactions with *slx5*Δ and *slx8*Δ [33], [34]. Positive genetic interactions are more likely indicative of gene products functioning in the same protein complex or pathway. It was therefore of interest that *RTS1*, a regulatory subunit of the PP2A phosphatase [35], was found to have positive genetic interactions with both *SLX5* and *SLX8* in a high-throughput genetic interaction map [33]. 

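Loss of Rts1, a regulatory subunit of PP2A, changed 60 genes, 42 higher and 18 lower. Minus the median over 17 strains 15 were higher and 29 lower, and *HSP12* turned to −0.42. *HSP12* was highest, with a log2 ratio of 2.13 (SE 0.18, n = 2 arrays, adjusted p = 9e-08 from limma), followed by *GPH1*, glycogen phosphorylase, at 1.64 (SE 0.29, adjusted p = 0.00036) and *YDL038C*, a mucin-like gene, at 1.58 (SE 0.15, adjusted p = 1.8e-07). *PHO84* was lowest at −2.74 (SE 0.17), then *YOR015W*, which lies next to *RTS1*, at −2.50 (SE 0.07). Of genes that lead the response of *slx5*Δ and *slx8*Δ, *HSP26* was at 0.16 (SE 0.12, limma adjusted p = 0.42) in *rts1*Δ. *SIP18* was at 0.31 (SE 0.36, adjusted p = 0.64) and *HUG1* at −0.22 (SE 0.11, adjusted p = 0.17). Not every leading gene went this way: besides *HSP12*, *MSC1*, among the highest of *slx5*Δ, was at 0.59 or more in all 17 strains. *CTT1*, which is not among the 12 highest of either strain, was at 1.25 (SE 0.17, limma adjusted p = 2e-05). *FIT2*, an iron-binding cell wall gene, was at −1.99 (SE 0.18) in *rts1*Δ and 0.49 in *slx5*Δ. Of lists fixed before the data were examined, 27 of 40 Msn2 and Msn4 genes were higher and 1 lower (29 and 1 adjusted over the list alone), as were 37 of 39 oxidative phosphorylation genes (37 adjusted over the list alone). Of 19 iron genes 12 were lower (13 adjusted over the list alone, where 1 was higher), and of 22 methionine and sulfur genes 14 (16 adjusted over the list alone). The camera adjusted p was 4.1e-14, 1.1e-27, 7.3e-08 and 2.6e-10 for these lists in turn, and with an estimated correlation 0.22, 0.029, 0.079 and 0.010. Of the higher genes of *rts1*Δ, 22 were also higher in *slx5*Δ and 18 in *slx8*Δ, where independent strains would share 2.1 and 1.01. As many of the highest genes of strains simulated as unchanged shared 31.6 (24 to 40) and 26.3 (19 to 35). These simulated numbers depend on the spread set for the shared reference, so lying below them decides nothing. Of the lower genes, 3 were also lower in *slx5*Δ. Across genes r was 0.28 with *slx5*Δ and 0.23 with *slx8*Δ, the rank of 14 among 15 strains in both cases, and 0.72 with *pph22*Δ, the other PP2A mutant. The covariances were 0.023, 0.015 and 0.020, where the simulation gave 0.014 with the spread set for its reference. Over the 343 genes changed in *slx5*Δ or *slx8*Δ, r was 0.41 and 0.39. RNA of *rts1*Δ and *slx5*Δ was extracted by the same protocol and labelled by different ones, and *slx8*Δ differed from *rts1*Δ in both. Only *rts1*Δ and *pph22*Δ shared extraction, labelling and the later submission of arrays, so in their r genotype and batch cannot be told apart. With *cdc26*Δ and *rad18*Δ, of the same extraction and labelling but the earlier submission, r of *rts1*Δ was 0.52 and 0.50.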

*Rts1*Δ also has a similar mRNA expression phenotype as *slx5*Δ and *slx8*Δ (Figure 1B). To confirm the genetic interaction, single and double deletion strains were generated and growth was examined on solid medium (Figure 4A) and quantified in liquid cultures (Figure 4B). The double mutants *slx5*Δ *rts1*Δ and *slx8*Δ *rts1*Δ indeed grow better than is expected from the growth of single deletion mutants, confirming the positive synthetic genetic interactions of the pairs *RTS1*-*SLX5* and *RTS1*-*SLX8*.

**Figure 4:**
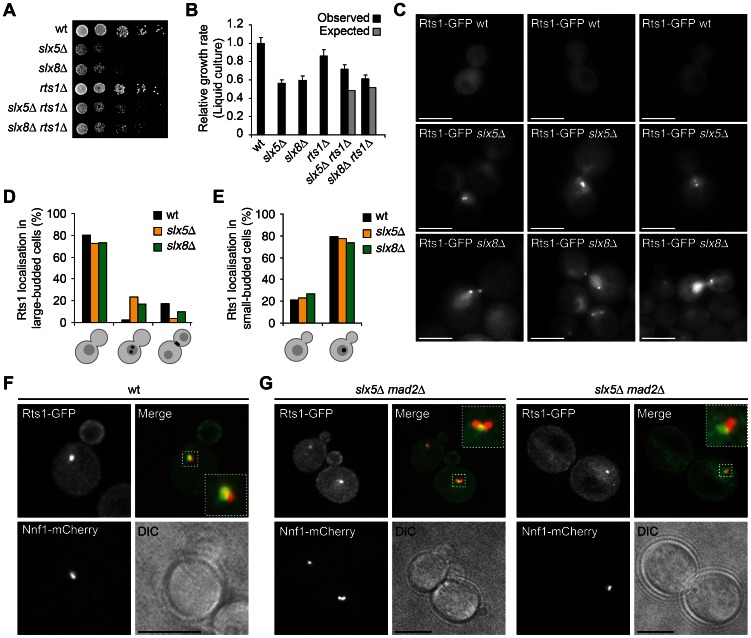
*Slx5*Δ and *slx8*Δ mutants accumulate Rts1 at kinetochores during metaphase. (A) Growth rate of cells spotted in five-fold serial dilutions on YPD plates. Images are after two days of growth at 25°C. (B) Growth rate of yeast in liquid YPD media. Relative growth rate (mutant/wt) was quantified during mid-log phase (± s.d., n = 6). Expected relative growth rates (RGR) of the double deletion mutants are calculated by multiplying the observed RGRs of the single deletion mutants. (C) Live cell microscopy of large-budded wt, *slx5*Δ and *slx8*Δ cells expressing Rts1-GFP. Nuclear Rts1 foci are detected in *slx5*Δ and *slx8*Δ, which are absent in large-budded wt cells. Scale bars, 5 µm. (D–E) Quantification of subcellular Rts1 location in wt, *slx5*Δ and *slx8*Δ cells. An asynchronous cell population (n >200 cells) was morphologically divided in small-budded (G1-S phase) and large-budded (G2/M phase) cells. Diffuse Rts1 location in nucleus and cytoplasm is schematically indicated in grey. Presence of one or two Rts1 foci is schematically indicated as black nuclear dots. Enrichment of Rts1 at the bud neck is indicated as a black bar. Rts1 foci were not detected in nonbudded cells. (F–G) Live cell fluorescence microscopy of wt (F) and *slx5*Δ *mad2*Δ cells (G), expressing Rts1-GFP and kinetochore protein Nnf1-mCherry. The small-budded wt has a normal centromeric Rts1 focus. Note that Rts1 is also enriched at the bud membrane. The left panel in (G) shows two small-budded *slx5*Δ *mad2*Δ cells with normal Rts1 foci that colocalise with kinetochores. The right panel in (G) shows a large-budded *slx5*Δ *mad2*Δ cell with an aberrant, mislocalised centromeric Rts1 focus during metaphase. Scale bars, 5 µm.

Rts1 is a very dynamic centromeric protein that localises to specific subcellular sites in mitotic cells in a cell cycle-dependent manner [36], [37]. Rts1 localises to kinetochores in small-budded cells, then disappears and relocates to the bud neck in large-budded cells during cytokinesis [37]. We investigated the localisation of Rts1-GFP in asynchronous wt, *slx5*Δ and *slx8*Δ cells using live cell fluorescence microscopy. Strikingly, a subpopulation of large-budded *slx5*Δ and *slx8*Δ cells are characterised by the presence of aberrant Rts1 foci (Figure 4C and D). These Rts1 foci are rarely observed in large-budded wt cells. The cells presenting these foci appear arrested in metaphase and typically have one or two Rts1 foci. The Rts1 foci in small-budded *slx5*Δ and *slx8* cells are indistinguishable from wt (Figure 4E). The foci colocalise with the kinetochore protein Nnf1 (Figure 4F and G), demonstrating that Rts1 accumulates at centromeres during metaphase in *slx5*Δ and *slx8*Δ cells. Deletion of the Spindle Assembly Checkpoint (SAC) component *MAD2* does not affect the location of Rts1 (Figure 4G), indicating that the centromeric location of Rts1 during metaphase is independent of the SAC.

The centromeric accumulation of Rts1 in metaphase suggests the presence of a defect in *slx5/8* mutants that prevents the removal of centromeric Rts1 after recruitment during S-phase. Since the recruitment of Rts1 in meiotic cells is dependent on the centromere cohesion regulator Shugoshin (Sgo1) [38], we also investigated whether this is the case in mitotic cells. Deletion of *SGO1* results in a slow growth phenotype (Figure 5A). The Rts1 foci in *sgo1*Δ cells are less bright, indicating that Sgo1 promotes Rts1 recruitment to kinetochores in mitotic cells too (Figure 5B and C). Similarly, deletion of *SGO1* in *slx5*Δ cells results in Rts1 foci in large-budded cells that are less bright and also reduced in number (Figure 5B and C), showing that the aberrant Rts1 foci in *slx5*Δ are also partially Shugoshin-dependent.

**Figure 5:**
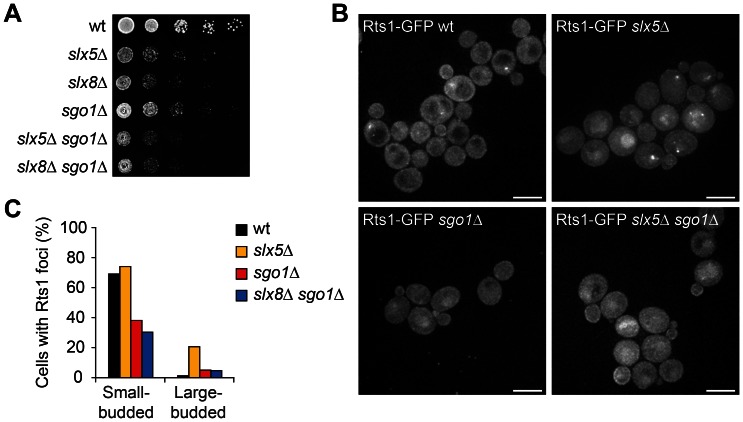
Rts1 foci are partially Shugoshin (Sgo1)-dependent. (A) Growth rate assay of cells spotted in five-fold serial dilutions on YPD plates. Images are after two days growth at 25°C. (B) Live cell fluorescence microscopy of asynchronous wt, *slx5*Δ, *sgo1*Δ and *slx5*Δ *sgo1*Δ cells expressing Rts1-GFP. Scale bars, 5 µm. (C) Quantification of Rts1 foci in cells, shown in (B). Quantification is based on an asynchronous cell population (n = 89–203), that was morphologically divided in a small-budded and large-budded cell population.

### *Slx5*Δ and *slx8*Δ have Aberrant Spindle Positioning, Morphology and Elongation Kinetics

In addition to the accumulation of Rts1 at the kinetochore during metaphase, a change in mitotic spindle morphology was observed in both *slx5*Δ and *slx8*Δ. The spindle morphology and dynamics were investigated in more detail using time-lapse video microscopy of asynchronous cell populations expressing GFP-Tub1 (Figure 6A). Cells were imaged at 2 minute intervals to capture the progression from metaphase into anaphase. *Slx5*Δ and *slx8*Δ arrest temporarily in mitosis as large-budded cells with short mitotic spindles and have an average mitotic delay of 80 minutes compared to wt (Figure S2A). During mitotic arrest, the cells are characterised by a spindle positioning defect in which the mitotic spindle fails to position itself stably at the bud neck (Figure 6A). Instead, the spindle oscillates heavily and frequently dislocates completely away from the bud neck, either shooting back into the mother cell or into the daughter bud. The mispositioned spindles are often accompanied by elongated astral microtubules (Figure 6A and B), which contribute to spindle positioning [39]. Around 30% of the *slx5*Δ and *slx8*Δ cells show spindle dislocation prior to entry into anaphase. This suggests that the mitotic delay in *slx5*Δ and *slx8*Δ is due to a failure in spindle positioning.

**Figure 6:**
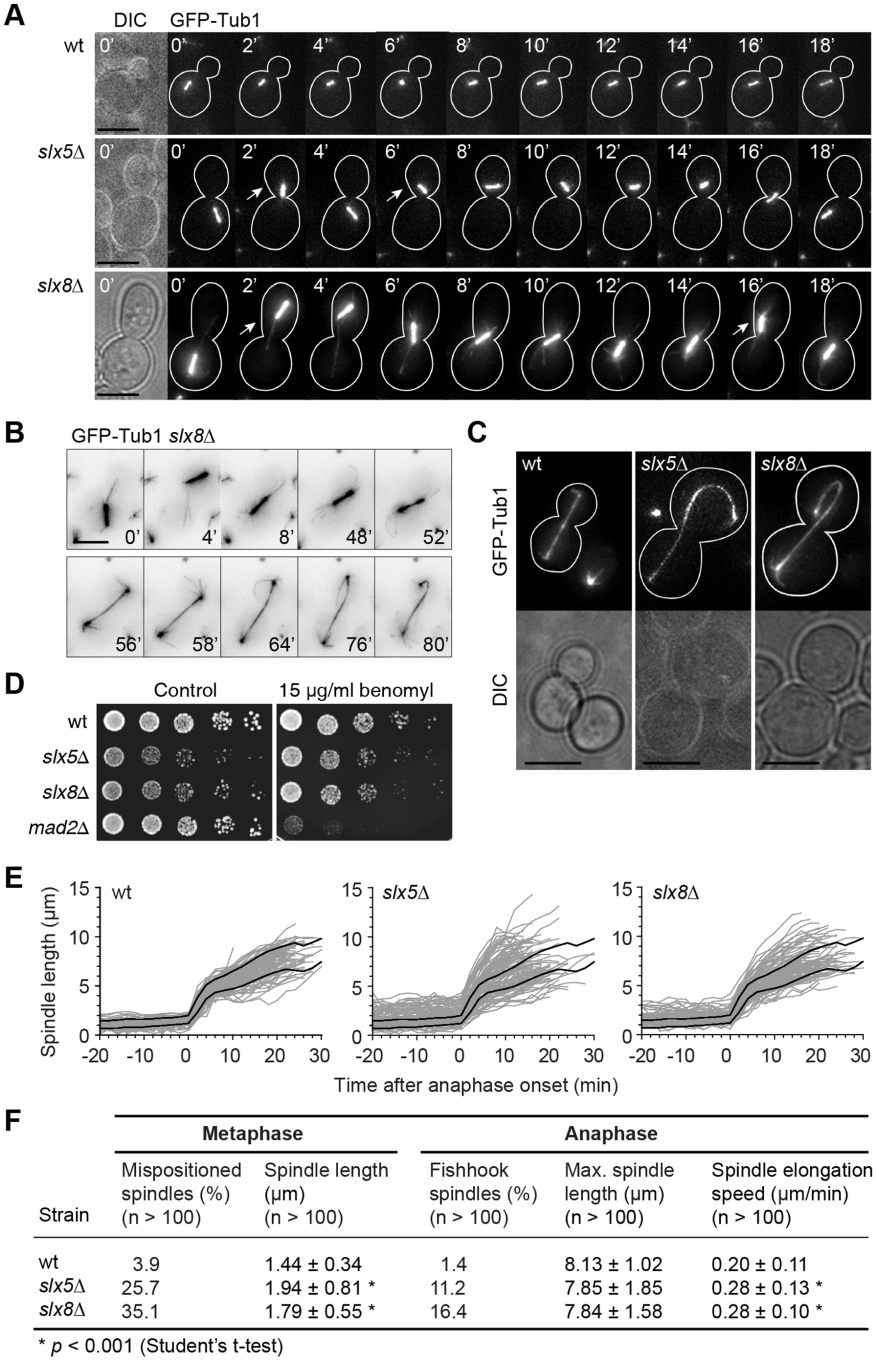
Mitotic spindle defects in *slx5*Δ and *slx8*Δ mutants. (A) Time-lapse video microscopy of wt, *slx5*Δ and *slx8*Δ cells expressing GFP-Tub1. The upper panel shows a metaphase spindle in a wt cell at 2 minute intervals. Spindle elongation is initiated at t = 18′. The two panels below show examples of aberrant positioning of metaphase spindles in *slx5*Δ and *slx8*Δ cells during a temporary metaphase arrest. Arrows indicate spindle dislocation from the bud neck. Contours of cells are marked with a white line and are based on the DIC image. Scale bars, 5 µm. (B) Example of a spindle in *slx8*Δ, followed from metaphase to late anaphase. Colours are inverted to increase visibility of the astral microtubules at the outer tips of the spindle. The cell has a prolonged metaphase (t = 0′–52′) during which the spindle dislocates into the bud (t = 4′). Entry into anaphase is initiated at t = 52′, followed by spindle extension (t = 54′–80′). Formation of a fish hook spindle is apparent during late anaphase (t = 76′–80′). Scale bar, 5 µm. (C) Examples of fish hook spindles in *slx5*Δ and *slx8*Δ and a normal elongated spindle in wt during late anaphase. Scale bars, 5 µm. (D) Benomyl sensitivity assay. Growth rate of yeast cells is measured on YPD plates complemented with benomyl or DMSO (control). Images are after two days growth at 30°C. The benomyl-sensitive SAC mutant *mad2*Δ is included as control. (E) Quantification of spindle length, defined as the distance between two spindle pole bodies in wt, *slx5*Δ and *slx8*Δ expressing Spc42-GFP. Spindle length (n >100) was quantified from 20 minutes before anaphase onset to completion of anaphase. Grey lines depict the spindle length of individual cells. Black lines represent the average wt spindle length ± s.d., which is also shown as reference in the *slx5*Δ and *slx8*Δ plots. (F) Quantifications of spindle phenotypes in wt, *slx5*Δ and *slx8*Δ during metaphase and anaphase.

A second aberrant spindle phenotype was observed during anaphase. So-called ‘fish hook’ spindles form in 11% and 16% of the *slx5*Δ and *slx8*Δ anaphase cells respectively (Figure 6C). The formation of fish hook spindles can be a consequence of overstable microtubules and are observed in mutants of microtubule-associated proteins and kinetochore components [40]. Neither *slx5*Δ nor *slx8*Δ shows sensitivity or resistance to treatment with the microtubule-destabilising agent benomyl, suggesting that the stability of microtubules is actually normal (Figure 6D). Also the duration of anaphase in the mutants is not significantly different from wt (Figure S2B). Moreover, *slx5*Δ and *slx8*Δ do not interact genetically with SAC component *MAD2* and deletion of *MAD2* is not sufficient to overcome the mitotic arrest in *slx5*Δ and *slx8*Δ (Figure S2C and D). This indicates that microtubule-kinetochore interactions in *slx5*Δ and *slx8*Δ are normal and that Slx5/8 does not take part in the SAC signalling pathway.

The aberrant spindle morphology in *slx5*Δ and *slx8*Δ cells prompted us to investigate spindle dynamics. To analyse spindle elongation dynamics during chromosome segregation, strains expressing Spc42-GFP were imaged by time-lapse video microscopy. Spc42-GFP fluorescently labels the spindle pole bodies at the outer ends of the spindle. The spindle length was measured by determining the spindle pole body distance from metaphase until late anaphase (Figure 6E and F). The average wt spindle length in metaphase is 1.44 µm ±0.34. Upon entry into anaphase this quickly increases to a maximum length of 8.13 µm ±1.02 after ∼20 minutes. In contrast, the spindle length in *slx5*Δ and *slx8*Δ is very heterogeneous during metaphase and anaphase (Figure 6E). In metaphase, the average spindle length is 30% longer than wt, 1.94 µm ±0.81 and 1.79 µm ±0.55 for *slx5*Δ and *slx8*Δ respectively. During anaphase, the maximum spindle length measured in *slx5*Δ and *slx8*Δ is on average not significantly different from wt, but in mid-anaphase, the spindle length clearly deviates (Figure 6E and F). In *S. cerevisiae*, spindle elongation during anaphase B occurs in two phases, a quick elongation during early anaphase and a slower elongation during mid- and late anaphase [39]. Interestingly, *slx5*Δ and *slx8*Δ mutants show a continuous quick spindle elongation during mid-anaphase, whereas the wt reduces its spindle elongation speed (Figure 6E). The average spindle elongation speed was measured during mid-anaphase and is 0.28 µm/min ±0.13 and 0.28 µm/min ±0.10 for *slx5*Δ and *slx8*Δ respectively. This is 40% faster than wt, which has a spindle elongation rate of 0.20 µm/min ±0.11 (Figure 6F). The duration of anaphase in the mutants was not significantly different from wt (Figure S2B). The aberrant spindle morphology in *slx5/8* mutants is therefore associated with changes in spindle kinetics during anaphase.

### *Slx5*Δ and *slx8*Δ Phenotypes Persist in the Absence of the 2 µm Plasmid

*Slx5*Δ and *slx8*Δ mutants are known to have six-fold higher levels of extrachromosomal 2 µm plasmids compared to wt, resulting in clonal lethality [11]. We investigated the hypothesis that increased levels of native 2 µm plasmids may interfere with the spindle apparatus, resulting in defective chromosome segregation. Strains were cured of the 2 µm DNA (Cir^0^) and aneuploidy and growth rate phenotypes were examined (Figure S4A, B and C). Flow cytometry clearly indicates that *slx5*Δ Cir^0^ and *slx8*Δ Cir^0^ strains still suffer from aneuploidy (Figure S4B), which is accompanied with a reduction in growth rate compared to wt Cir^0^ strains (Figure S4C). This implies that the aneuploidy and growth phenotypes of *slx5*Δ Cir^+^ and *slx8*Δ Cir^+^ are not merely a result of overload of 2 µm DNA. The phenotypes are slightly reduced in severity compared to the Cir^+^ mutant strains, indicating that the presence of 2 µm DNA does aggravate the *slx5*Δ and *slx8*Δ phenotypes. As a final check, we also investigated the effect of 2 µm DNA on spindle dynamics in *slx8*Δ and wt strains (Figure S4D and E). As expected, *slx8*Δ Cir^0^ displays a similar defect in spindle dynamics as *slx8*Δ Cir^+^ strains. This again supports the conclusion that the presence of 2 µm DNA is not the main factor responsible for the mitotic defects of *slx5*Δ and *slx8*Δ.

### Loss of hRNF4 Results in Chromosome Missegregation Due to Chromosome Bridges

The changes in spindle morphology and elongation dynamics in *slx5/8* mutants indicate a defect during anaphase. Since the microtubule stability itself is unaffected, it suggests that this phenotype is more likely a response to a defect during chromosome segregation. The formation of fish hook spindles, in combination with an increase in spindle elongation speed, suggests that *slx5*Δ and *slx8*Δ cells have an increased need for spindle pulling force in order to separate their sister chromatids during anaphase. The small size of *S. cerevisiae* does not readily allow high-resolution morphological examination of the sister chromatids during chromosome segregation to test this hypothesis. We therefore used human HeLa cells, also to investigate whether the STUbL orthologue hRNF4 has a related role in chromosome segregation. Biochemically, hRNF4 functions in a manner that is analogous to the Slx5/8 complex in *S. cerevisiae* [17], [18], but there is as yet little evidence for a role of hRNF4 in genome stability. RNF4 was depleted from H2B-EYFP expressing HeLa cells (Figure 7A and B). While there are no discernible defects in chromosome alignment, mitotic timing or mitotic checkpoint function, the frequency of lagging chromosomes in anaphase increased three- to six-fold with different siRNA oligos (Figure 7C). Though most segregation defects are minor, anaphase bridges persisting into telophase can be discerned (Figure 7A). More detailed examination in fixed cells shows lagging chromosomes in early anaphase, with persistent chromosome bridges in late anaphase (Figure 7D). The percentage of anaphases with lagging chromosomes in fixed cells resembles that observed in live cell imaging (Figure S3). The genomic instability during anaphase and telophase upon RNF4 knockdown agrees with the phenotypes of yeast *slx5*Δ and *slx8*Δ mutants. This demonstrates that Slx5/8 and hRNF4 have an evolutionarily conserved role in maintaining genome integrity during mitosis.

**Figure 7:**
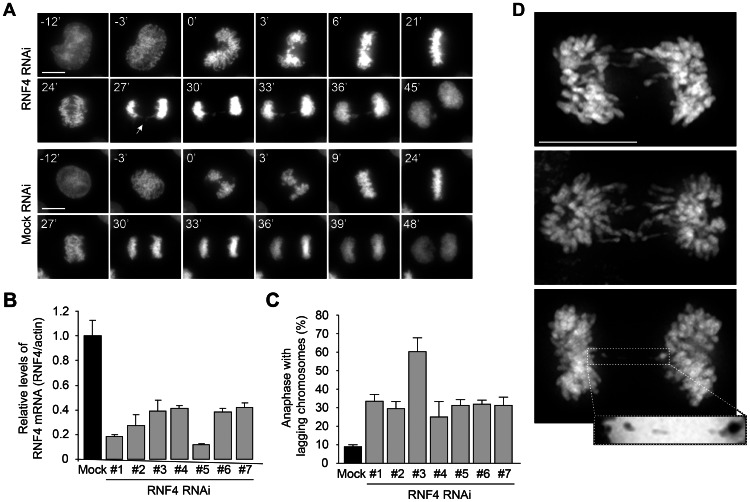
RNF4 depletion causes chromosome segregation errors. (A) Time-lapse video microscopy of H2B-EYFP HeLa cells transfected with RNF4 siRNA or mock. Arrow indicates a chromosome bridge. Time (minutes) is given relative to the first time frame in prometaphase. Scale bars, 10 µm. (B) RNF4 knockdown efficiency determined by reverse transcription qPCR. cDNA was prepared from H2B-EYFP HeLa cells transfected with siRNAs targeting RNF4 or mock siRNA. mRNA levels of *RNF4* and *β-ACTIN* were analysed by qPCR. Graph represents a single experiment, showing three technical replicates (± s.d.). (C) Quantification of chromosome segregation defects of H2B-EYFP HeLa cells, as shown in (A), transfected with different siRNAs as indicated. Graph represents the average of two independent experiments per siRNA (± s.d.) and at least 72 cells per siRNA. (D) Three examples of anaphase cells with lagging chromosomes in fixed HeLa cells transfected with RNF4 siRNA oligos. Inset (negative stain) shows a persistent chromatin bridge. Scale bars, 10 µm.

## Discussion

SUMO-dependent ubiquitin ligases (STUbLs) such as Slx5/8 and RNF4 are a relatively new class of modifying enzymes, special in their ability to ubiquitinate proteins that have already been modified through sumoylation [7], [8]. Key questions regarding their cellular function and mechanism of action are unanswered. The results presented here address the cellular role of Slx5/8 in particular. Previous studies have postulated a role for Slx5/8 in regulation of transcription, through contributions to silencing [22] and turnover of transcription factors [8], [23], [24]. Although the DNA microarray analyses show that loss of either *SLX5* or *SLX8* results in upregulation of numerous genes, the majority of this transcriptional response is similar to the environmental stress response [25] and is in fact also common to inactivation of several different genome integrity pathways. Although this does not completely rule out a role for Slx5/8 in regulating gene expression, an important conclusion is that under the conditions of these experiments, the majority of gene expression changes observed upon deletion of *SLX5* or *SLX8* is likely an indirect effect of genome instability-induced stress.

An important finding presented here is the location of Slx5 at centromeres, since this may provide more focus for seeking relevant *in vivo* substrates. Interestingly, RNF4 has recently been shown to regulate the turnover of the human kinetochore protein CENP-I [41]. In yeast, the kinetochore protein Ndc10 has been reported to be sumoylated and to interact with Slx5 [32]. We have already undertaken several candidate-based approaches to find *in vivo* targets, focusing on candidates with roles at centromeres, with synthetic genetic interactions with *SLX5* and *SLX8*, and that are known to be ubiquitinated and/or sumoylated. Changes in protein levels, modifications or subcellular location in *slx5*Δ and *slx8*Δ mutants were not found for any of the candidates tested, including the kinetochore proteins Ndc10, Cep3 or Bir1. The PP2A regulatory subunit *RTS1* was found to genetically interact with *SLX5/8* and aberrantly accumulates at kinetochores during metaphase in *slx5*Δ and *slx8*Δ. Rts1 is involved in different cellular pathways, including the Spindle Positioning Checkpoint (SPOC) [42]. The SPOC is important for inhibiting mitotic exit when the anaphase spindle is misaligned along the polarity axis of the yeast cell [43]. Both *slx5*Δ and *slx8*Δ display aberrant spindle elongation kinetics and fish hook spindles in anaphase, but the positioning of the anaphase spindle is normal. There is also no delay in mitotic exit. The spindle positioning defects are exclusively observed during metaphase, which makes it unlikely that SPOC activation by PP2A^Rts1^ explains the anaphase defects of *slx5*Δ and *slx8*Δ. A more likely hypothesis is that the centromeric accumulation of PP2A^Rts1^, which is partly dependent on Sgo1, involves the tension sensing pathway. Sgo1 senses whether cells have established correct kinetochore-microtubule interactions and regulates their progression into mitosis. Cells with unattached sister chromatids lack tension at the centromeres, leading to activation of the spindle assembly checkpoint and inhibition of entry into anaphase [44]. Rts1 is recruited to the centromere by Sgo1 to protect centromeric sister chromatid cohesion [38]. Possibly, *slx5*Δ and *slx8*Δ activate the tension sensing pathway to prevent cleavage of cohesion and thereby arrest in mitosis. Indeed, observation of the Rts1 foci in *slx5*Δ and *slx8*Δ metaphase cells reveal that there is a large variability in the distance between the centromeric Rts1 foci of the sister chromatids (Figure 4C), which suggests that there is loss of centromere tension. The underlying cause that potentially triggers the tension checkpoint in *slx5*Δ and *slx8*Δ is still unclear. Slx5/8 themselves are unlikely to take part as mitotic checkpoint components, since they do not show genetic interactions with *MAD2* and are insensitive to benomyl treatment.

Several studies point to a role for Slx5/8 in the DNA damage response [5], [6], [11], [12], [16]. Loss of Slx5/8 function is thought to predominantly affect DNA replication, as this process greatly depends on accurate repair of DNA lesions that naturally occur during replication. It is therefore striking to see that the *slx5*Δ and *slx8*Δ mutant phenotypes revealed here, such as aberrant spindles and Rts1 retention, are exclusively observed during mitosis. High-resolution morphological examination of HeLa cells after RNF4 knockdown reveals the presence of lagging chromosomes and chromosome bridges, indicating that DNA damage arises during mitosis. It is unclear whether chromosome bridges also form in *slx5*Δ and *slx8*Δ. However, the altered kinetics of spindle elongation in *slx5*Δ and *slx8*Δ is suggestive of a defective separation of sister chromatids, reminiscent of chromosome bridges upon RNF4 knockdown. The source of DNA damage in *slx5*Δ and *slx8*Δ may therefore actually be the impaired segregation of chromosomes rather than defective repair of DNA replication-associated damage. We do not rule out that the origin of the defects may lie in S-phase. For instance, defective DNA decatenation during DNA replication may go unnoticed until the DNA is physically pulled apart during mitosis, ultimately leading to chromosome breaks [45]. Given the synthetic lethal genetic interactions of *SLX5/8* with members of the RecQ family of DNA helicases [5], Slx5/8 may contribute to DNA decatenation, which may lead to chromosome segregation errors and DNA breaks. Moreover, the *slx5*Δ and *slx8*Δ mutants arrest in metaphase, which clearly indicates a cellular defect that precedes the separation of sister chromatids. Previously reported roles of Slx5/8 in DNA repair and replication may therefore be directly linked to the mitotic defects observed in this study.

It is also possible that defects in DNA repair or replication and the mitotic defects represent distinct functions of Slx5/8. Whereas ChIP analysis shows that Slx5 resides at centromeres, localisation studies using fluorescence microscopy show a predominantly diffuse nuclear localisation with occasional occurrence of subnuclear foci that do not strictly colocalise with kinetochores. The foci likely represent DNA replication and repair centres [16], which would agree with distinct functions for Slx5/8 in various cellular processes. Loss of Slx5/8 function also results in general accumulation of SUMO-conjugated protein species [7], [8], suggesting that Slx5/8 targets multiple substrates for proteasomal degradation, rather than controlling a single substrate or pathway. The lack of Slx5 and Slx8 colocalisation at centromeres is unexpected given that Slx5/8 is thought to function as a heterodimeric complex [7], [8]. It suggests that only Slx5 is stably associated with the centromere, where it may function independently of Slx8 or serve to recruit Slx8 in a transient manner. We favour the latter hypothesis, based on the complete overlap of mitotic phenotypes of *slx5*Δ and *slx8*Δ mutants. Regulatory control of proteins through sumoylation is well-established to be important for several (nuclear) processes, including transcription, DNA repair and chromosome organisation [3]. The results presented here will therefore also aid future studies aimed at identification of relevant *in vivo* substrates of Slx5/8 and RNF4, by focusing on the centromere-specific location and mitotic defects reported here.

## Materials and Methods

### Yeast Strains and Media

All strains are isogenic with S288c. Yeast strains and their genotypes are listed in Table S2. Deletion strains used for microarray expression profiling were from the *Saccharomyces* Genome Deletion library (Open Biosystems; Euroscarf) and are in the genetic background of the wt parental strain BY4742. *SLX5* and *SLX8* deletion mutants were generated by PCR-based gene disruption using pFA6a deletion cassettes [46]. Single and double deletion mutants used for assaying synthetic genetic interactions were created by PCR-based gene disruption of *SLX5* or *SLX8* in the heterozygote diploid deletion strains *MAD2*/*mad2*Δ, *RTS1*/*rts1*Δ and *SGO1*/*sgo1*Δ (BY4743; Open Biosystems), followed by tetrad dissection of sporulated diploids using standard genetic techniques. We noted that spores derived from *SGO1*/*sgo1*Δ had a strong reduction in viability and aberrant segregation of the mutant alleles. Accurate gene disruption and absence of wt alleles were confirmed by PCR. Slx5-GFP and Slx8-GFP strains were constructed by C-terminal genomic integration of a pFA6a-GFP-His3MX6 cassette [46]. All epitope- or fluorescent-tagged strains exhibited wt growth with the exception of Slx5-GFP. All attempts to fuse *SLX5* to a variety of tags, either C- or N-terminally, resulted in strains with slow growth. All other epitope-tagged strains exhibited wt growth. Rts1-GFP was obtained from the GFP-tagged yeast collection [47]. Nnf1-mCherry was constructed by replacing the GFP tag from *NNF1-GFP*::His3MX6 [47] for mCherry::KanMX4. Ndc10-GFP, Cep3-GFP and Bir1-GFP strains were a kind gift of B. Montpetit [32]. Spc42-GFP (YYB3283) and GFP-Tub1 (YYB2327) are derived from previously described strains [48], [49]. The *ndc10-1* mutation was described previously [31]. Coloured colony strains were generated by backcrossing *slx5*Δ and *slx8*Δ (BY4742) twice in the genetic background of strain YYB3085 [50]. Cir^+^ yeast strains were cured of the 2 µm plasmid by overexpression of *FLP1* from the pBIS-Gal-KFLP-TRP1 and pBIS-Gal-KFLP-URA1 plasmids, and selection of Cir^0^ strains as described previously [51]. The loss of native 2 µm plasmids was monitored by PCR, using *REP1* amplifying primers (Table S3). Experiments were performed in synthetic complete (SC) or yeast extract-peptone-dextrose (YPD) media (US Biologicals) containing 2% glucose.

### Gene Expression Profiling

Microarray expression profiling was performed as described previously [52]. In brief, mutant and wt strains were grown at 30°C in SC media with 2% glucose and harvested in early mid-log phase. Dual-channel 70-mer oligonucleotide arrays were employed with a common reference wt RNA. All steps after RNA isolation were automated using robotic liquid handlers. After quality control, normalisation and dye-bias correction [53], statistical analysis was performed for each mutant versus a collection of 200 wt cultures. The reported FC is an average of four replicate mutant gene expression profiles versus the average of all wts. Fifty-eight genes that showed stochastic changes in wt profiles (wt variable genes) [54] were excluded from further downstream analyses. Clustering of the microarray expression profiles was performed using an unsupervised hierarchical cosine correlation, based on all significant genes (FC >1.7, *p*<0.05), excluding wt variable genes and deleted genes. The data is visualised using JavaTreeview [55] and GeneSpring (Agilent) software. Microarray data has been deposited in the public data repositories ArrayExpress and GEO under accession numbers E-TABM-1221 and GSE33929. The data are also available in flat-file from http://www.holstegelab.nl/publications/slx5_slx8.

### Functional Enrichment Analyses

Enrichment analysis of GO-terms [56] and transcription factor binding sites [27] was performed on all significant genes in *slx5*Δ and *slx8*Δ (FC >1.7, *p*<0.05), excluding wt variable genes and deleted genes. The background gene population was set to 6,182 (the number of genes represented on the microarray) and *p* values are Bonferroni-corrected for multiple testing. Comparison with the general stress response is performed by a Pearson correlation analysis of the average *slx5*Δ and *slx8*Δ profile with a 30-minute heat shock condition [25].

### ChIP-chip Analysis

ChIP-chip was performed essentially as described previously [57], with minor modifications. Cells were grown in 500 ml SC medium to mid-log phase at 30°C. For analysis of the temperature sensitive *ndc10-1* mutant, cells were grown overnight at 25°C and subsequently for 6 hours at either 25°C or 37°C. Cells were crosslinked with 1% formaldehyde for 20 min at room temperature (RT). Glycine (300 mM) was added for 5 min at RT. Cells were harvested by centrifugation for 5 min at 4000 rpm at 4°C. The cell pellet was washed twice with cold TBS pH 7.5 (150 mM NaCl, 10 mM Tris), once with cold FA lysis buffer (50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS), and resuspended in 1.5 ml FA lysis buffer complemented with Complete Protease Inhibitor Cocktail (Roche). Cells were disrupted with the Disrupter Genie (Scientific Industries) using 0.5 ml zirconia beads (BioSpec Products Inc; ∅ 0.5 mm) at 4°C. The cell lysate was centrifuged 2 min at 4000 rpm at 4°C. The supernatant was centrifuged 15 min at 14,000 rpm at 4°C to collect the chromatin. The chromatin pellet was washed 30 min in 1.5 ml FA lysis buffer at 4°C, resuspended in 1.5 ml FA lysis buffer, and sonicated (Bioruptor, Diagenode: 10 cycles, 30 sec on/off, medium setting) to an average DNA fragment size of ∼400 bp. The lysate was centrifuged 20 min at 14,000 rpm at 4°C after which the supernatant (chromatin extract; CE) was collected for ChIP. ChIPs were performed by incubating 200 µl chromatin extract and 125 µg BSA to 20 µl Protein G-Agarose beads (Roche), coupled to rabbit polyclonal αGFP antibodies, for 2 h at RT. In parallel, mock ChIPs (no antibody) were performed on the same extracts. The beads were washed twice with 0.5 ml FA lysis buffer, twice in wash buffer 1 (FA lysis buffer, 500 mM NaCl), twice in wash buffer 2 (10 mM Tris pH, 0.25 mM LiCl, 0.5% Nonidet P-40, 0.5% sodium deoxycholate, 1 mM EDTA), and once in TE 10/1 (10 mM Tris pH 8, 1 mM EDTA). The beads were eluted twice in 50 µl TE 1% SDS (10 mM Tris pH 8, 1 mM EDTA, 1% SDS) for 10 min at 65°C. ChIP and input (20 µl CE) samples were incubated overnight in 100 µl TE 1% SDS and 10 µg ribonuclease A (Sigma) to reverse the formaldehyde cross-links. Samples were incubated with 400 µg proteinase K (Roche) for 2 hours at 37°C. For ChIP-chip, the proteinase K step was preceded by shrimp alkaline phosphatase (SAP) treatment by adding 1 ul of SAP (Roche) for 2 hours at 37°C. DNA was extracted with phenol-chloroform-isoamylalcohol (Sigma) and cleaned on PCR purification columns (Qiagen). Input and ChIP DNA was amplified using a robotically automated double-round T7 RNA polymerase-based amplification procedure [57]. Cy5-labelled ChIP samples were hybridised with cy3-labelled input DNA to a high-resolution 44K 4-pack yeast array (Agilent Technologies). The microarray data was quantified and normalised using a density lowess-normalisation algorithm [58]. ChIP/input and mock/input binding ratios were mapped to the ENSEMBL yeast genome EF 3 (February, 2011).

### ChIP Quantitative Real-time PCR

Non-amplified input and ChIP DNA were analysed by qPCR using the iQ SYBR Green Supermix (Bio-Rad) in a CFX96 Real-Time PCR detection system (Bio-Rad). The PCR program was 95°C/10 min, 2 cycles of 95°C/15 sec, 50°C/30 sec, 72°C/30 sec and 45 cycles of 95°C/15 sec, 58°C/30 sec, 72°C/30 sec, followed by a melting curve to check for primer specificity. Primer sequences are listed in Table S3. Binding ratios at centromeres are based on ΔCt-values (Ct ChIP/Ct input) and are presented as fold occupancy over the control gene *POL1.*

### Flow Cytometry

Cells were grown to early mid-log phase and either harvested directly as asynchronous cell population or synchronised in G1-phase by α-factor treatment (5 µg/ml; Zymo Research). Cells were released after 2.5 h in pre-warmed SC medium and harvested at 30 minute intervals. Cells (OD_600_ 1.0) were washed twice in 1 ml FACS buffer (200 mM Tris, 20 mM EDTA), resuspended in 100 µl ribonuclease A (1 mg/ml in FACS buffer; Sigma) and incubated for 2 h at 37°C at 800 rpm. Cells were washed in phosphate-buffered saline (PBS) and stained in 100 µl propidium iodide (50 µg/ml in PBS; Molecular Probes) for 1 h at RT. Sample volume was increased to 1 ml with PBS and sonicated for 10 sec at 25% amplitude (Hielscher UP200S). DNA content was quantified by flow cytometry (FACSCalibur) and analysed using CellQuest 5.2.

### Chromosome Loss Assay

Strains were grown in selective SC media lacking uracil for maintenance of the reporter chromosome and plated to single colonies on nonselective YPD plates. Colonies were allowed to grow for four days at 30°C. Red colour development was stimulated by incubating the plates one week at 4°C. The frequency of chromosome missegregation was quantified by colony half-sector analysis [59].

### Yeast Live Cell Imaging

Cells were grown asynchronously in SC medium to early mid-log phase at 30°C. Cells were transferred to a pre-warmed 8-well chambered glass-bottom Lab-TEK slide (Nunc) and covered with pre-warmed solid SC medium (5% agar). Cells were imaged on a DeltaVision RT system (Applied Precision), equipped with a heated chamber at 30°C, using a 100×/1.42-numerical aperture (NA) PlanApoN objective (Olympus). Images were acquired using Softworx software for deconvolution and are maximum intensity projections of all Z planes stacked at 0.3 µm distance. Time-lapse video microscopy was performed by acquiring Z-stacks at 2 minute intervals for 2–3 hours. Images are processed in ImageJ and Adobe Photoshop CS2. Spindle length was quantified in ImageJ and defined as the distance between two spindle pole bodies (Spc42-GFP) from pixel to pixel with the highest intensity using Z-stack maximum intensity projections. Only cells for which a complete mitosis was captured were included in the analyses. Measurements were started 20 minutes before entry into anaphase and continued for maximally one hour. Metaphase cells are scored to have mispositioned spindles if the spindle showed one or more dislocation events from the bud neck into the bud or mother cell. Spindle oscillation at the bud neck without full dislocation was scored as normal. Spindle length in metaphase cells was measured 2–4 minutes before entry into anaphase. Cells displaying a bended spindle for at least two time frames were scored as having a fish hook spindles. Maximum spindle length in anaphase cells is measured in the last time frame before spindle shortening. Spindle elongation speed was measured in mid-anaphase from 4 to 12 minutes after start of anaphase.

### Tissue Culture, Transfections and Treatments

HeLa cells and HeLa cells stably expressing H2B-EYFP were grown in DMEM supplemented with 9% FBS and pen/strep (50 µg/ml). Asynchronous cells were transfected twice with 40 nM siRNA (Table S4) using HiPerfect (Qiagen). Following the first transfection, cells were treated with 2 mM thymidine (Sigma) for 24 h. Subsequently, cells were transfected a second time and released into regular culture medium for 10 h. Cells were then treated with thymidine for 24 h and subsequently released into regular culture medium. For immunofluorescence microscopy, cells were fixed 12 h after the second release. RNF4 knockdown efficiency was measured by reverse transcription qPCR. Total rRNA was extracted using the RNeasy kit (Qiagen) including a DNase treatment step. Total RNA (250 ng) was used for cDNA synthesis (SuperScript II, Invitrogen). Expression of *RNF4* and *β-ACTIN* was analysed by qPCR (Table S3) and normalised against a standard reference cDNA from untreated H2B-EYFP HeLa cells.

### Immunofluorescence Microscopy and Live Cell Imaging of HeLa Cells

Cells, plated on 12-mm coverslips, were fixed in 3.7% Shandon Zinc Formal-Fixx (Thermo Scientific) for 10 min and permeabilised for 15 min with 0.5% Triton X-100 in PBS and washed with 0.1% Triton X-100 in PBS. Coverslips were washed and submerged in PBS containing DAPI, then washed again and mounted using ProLong antifade (Molecular Probes). Image acquisition was done using a DeltaVision RT system with a 60×/1.40NA UPlanSApo objective (Olympus) for acquiring images and SoftWorx software for deconvolution and projections. Images are maximum intensity projections of deconvolved stacks. For live cell imaging, cells were plated in eight-well chambered glass-bottomed slides (LabTek), transfected, and imaged in a heated chamber (37°C and 5% CO2) using a 60×/1.40NA UPlanSApo objective on an Olympus IX-81 microscope, controlled by Cell-M software (Olympus). Sixteen-bit yellow fluorescent images were acquired every 3 minutes using a Hamamatsu ORCA-ER camera. Images of H2B-EYFP were maximum intensity projections of all Z-planes and were processed using Cell-M software.

## Supporting Information

Figure S1 Live cell fluorescence microscopy of wt, *slx5*Δ and *slx8*Δ. *Slx5*Δ and *slx8*Δ have longer anaphase spindles and normal localisation of kinetochore components Ndc10, Cep3 and Bir1 at the centromeres and along the mitotic spindle. Scale bars, 5 µm.
(TIF)

Figure S2 *Slx5*Δ and *slx8*Δ have a mitotic delay that cannot be relieved by deletion of *MAD2*. (A) Cumulative frequency graph of the duration of G1- to M-phase. Calculation is based on the time from spindle duplication in G1-phase to spindle pole body separation in anaphase, as measured by time-lapse video microscopy of cells (n = 100) expressing Spc42-GFP. (B) Cumulative frequency graph of the duration of anaphase. Calculation is based on the time from start of spindle elongation to spindle depolymerisation, as measured by time-lapse video microscopy of cells (n = 100) expressing Tub1-GFP. (C) Growth rate assay of cells spotted in five-fold serial dilutions on YPD plates. Images are after two days growth at 30°C. (D) Cell cycle progression of synchronized cells. DNA content was measured by flow cytometry at 30 minute intervals over a period of four hours after release from α-factor arrest in G1-phase. Arrows indicate cell populations with 1N (G1-phase) and 2N (G2/M-phase) DNA content.
(TIF)

Figure S3 Quantification of chromosome segregation defects in fixed HeLa cells. Graph represents the average of two independent experiments (± s.d.) and at least 110 cells per siRNA. Anaphases with chromosome segregation defects other than lagging chromosomes were infrequent in both mock and RNF4 knockdown situation and not considered for these analyses.
(TIF)

Figure S4 Comparison of *slx5/8* phenotypes in the presence (Cir^+^) or absence (Cir^0^) of the 2 µm plasmid. (A) PCR verification of the loss of the 2 µm plasmid in three independent strains of wt, *slx5*Δ and *slx8*Δ. (B) Flow cytometric profiles of asynchronous populations of Cir^+^ and Cir^0^ wt, *slx5*Δ and *slx8*Δ strains. Cell population with a >2N DNA content, indicated in red, is quantified (± s.d., n = 3). (C) Growth rate of yeast cultures in liquid YPD media. Relative growth rate (mutant/wt) was quantified during mid-log phase (± s.d., n = 3). (D) Quantification of spindle length in wt Cir^0^ and *slx8*Δ Cir^0^ strains, expressing Spc42-GFP. Spindle length is quantified as described in Figure 6E. (E) Comparison of spindle phenotypes in Cir^+^ and Cir^0^ wt and *slx8*Δ strains during metaphase and anaphase.
(TIF)

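This table lists terms whose genes are more frequent among the changed genes of a mutant than among all genes on the array. Each row names a mutant, a type of set, the term, the number of changed genes in it and those genes. The type is biological process, molecular function or cellular component for GO, and TFBS for genes with a binding site of a transcription factor such as Msn2, Msn4 or Cad1. In *slx5*Δ, 23 of 28 measured genes under MSN4 were called higher, 24 of 28 under MSN2 and 6 of 8 under CAD1, where 1 was lower (n = 2 arrays). *HSP26*, *CTT1* and *TSA2* are members of both the MSN4 and the MSN2 set in either strain. In *slx8*Δ, 13 of 15 under MSN4 and 14 of 16 under MSN2 were called higher. For *cdc26*Δ, *cin8*Δ, *mcm21*Δ and *ybp2*Δ the table gives every changed gene: 27 of 34 measured, 24 of 32, 7 of 7 and 2 of 3 were also called from the deposited arrays. For the widest term of *slx5*Δ, which spans all biological processes, the copy held lists 61 of 92 genes, so that set was not tested.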

Table S1 GO and TFBS enrichment analyses. Gene Ontology (GO) and transcription factor binding site (TFBS) enrichment analyses of differentially expressed genes (mutant vs. wt, FC >1.7, *p*<0.05). The dataset is provided as separate Excel file.
(XLS)

Table S2 Yeast strains.
(DOCX)

Table S3 Primer sequences.
(DOCX)

Table S4 SiRNA sequences.
(DOCX)

# Supplementary material for: Centromere Binding and a Conserved Role in Chromosome Stability for SUMO-Dependent Ubiquitin Ligases
**Source:** PLoS One. 2013 Jun 13;8(6):e65628. doi: 10.1371/journal.pone.0065628
**Supplement:** Table S2 — Yeast strains.

**Table S2. Yeast strains.**

# Supplementary material for: Centromere Binding and a Conserved Role in Chromosome Stability for SUMO-Dependent Ubiquitin Ligases
**Source:** PLoS One. 2013 Jun 13;8(6):e65628. doi: 10.1371/journal.pone.0065628
**Supplement:** Table S3 — Primer sequences.

**Table S3. Primer sequences.**

| **Name** | **Direction** | **Sequence (5’ – 3’)** |
| --- | --- | --- |
| CEN1 | Forward | AACTTCAAAACCTTTTATGTAA |
|  | Reverse | AGGCGCTTGAAATGAAAGCTCCG |
| CEN2 | Forward | CTTGAGCAAATTGATCCTACATAAT |
|  | Reverse | GCAAGAAATATATTGATACTTC |
| CEN5 | Forward | CTATGAAACATCAAATTAATCA |
|  | Reverse | CGGAAATCTAATACTGCTACAA |
| POL1 | Forward | TGCACCAGTTAATTCTAAAAAGGCA |
|  | Reverse | AAAACACCCTGATCCACCTCTGAA |
| RNF4 | Forward | CTCGTGGAAACTGCTGGAGATGAAATTG |
|  | Reverse | ATTCCTCCTTGGTCTTCTTCTTTCGTCAAC |
| β-Actin | Forward | GACATGGAGAAAATCTGGCA |
|  | Reverse | AATGTCACGCACGATTTCCC |
| Rep1 | Forward | ACAGCGCTGATATACAATG |
|  | Reverse | CTGTCGGCTATTATCTCCG |
| Rep1A | Forward | GCCAGAGGATGGCGAACC |
|  | Reverse | GCTCGCGTTGCATTTTCG |

# Supplementary material for: Centromere Binding and a Conserved Role in Chromosome Stability for SUMO-Dependent Ubiquitin Ligases
**Source:** PLoS One. 2013 Jun 13;8(6):e65628. doi: 10.1371/journal.pone.0065628
**Supplement:** Table S4 — SiRNA sequences.

**Table S4. SiRNA sequences.**

| **Name** | **#** | **Sequence (5’ – 3’)** |
| --- | --- | --- |
| Luciferase | Mock | CGTACGCGGAATACTTCGA |
| RNF4-2 | #1 | GAATGGACGTCTCATCGTTTT |
| RNF4-5 | #2 | CCCTGTTTCCTAAGAACGAAA |
| RNF4-8 | #3 | AAGACTGTTTCGAAACCAACA |
| RNF4-D7 | #4 | GCTAATACTTGCCCAACTT |
| RNF4-D8 | #5 | GAATGGACGTCTCATCGTT |
| RNF4-D9 | #6 | GACAGAGACGTATATGTGA |
| RNF4-D10 | #7 | GCAATAAATTCTAGACAAG |

How the deposited data were processed for this re-analysis (not part of the article)

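RNA of 17 haploid yeast deletion strains was measured on 34 dual-channel oligonucleotide arrays, 2 per strain, each against a common reference of wt RNA. The strains lack *SLX5* or *SLX8* or 1 of 15 other genes. In all 17 strains replicate 1 carries the mutant in Cy3 and replicate 2 in Cy5. The 2 arrays are separate cultures.

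Per the deposited files, the intensity of each spot was read by the authors from the scanner image, as a foreground mean and a local background median per channel, with no normalization. A second set of deposited intensities was normalized by the authors by print-tip loess on gene spots (span 0.4, no background subtraction), then corrected for the dye bias of each gene with wild type arrays. The log2 ratios of the deposited series table are those of the authors' normalized channels. Compared with the array files, 3 of its columns are not in the direction of mutant over reference, and these were turned. The p-values of the authors' final table come, as deposited, from limma with Benjamini-Hochberg correction. The table holds 7 comparisons whose columns carry no strain name, so the tests used only its list of 6182 probes, and its own calls were counted without assigning them to strains.

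The scanner intensities were background-corrected with normexp (offset 50) and normalized within arrays by loess (span 0.3) with limma 3.58.1 in R 4.3.3. Each array has 15552 spots. Figures and tables used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and statmod 1.5.0 served limma. The spots of a probe were averaged. Of the tested probes, 5326 carry 1 gene symbol, none carries several and 856 carry none, which leaves 5315 symbols, 11 of them on more than 1 probe. The 206 gene probes that the authors' table leaves out were not tested. The genome reference (R64) served for names, chromosomes and neighbours of genes.

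The linear model had a coefficient per strain and a dye term per gene, with 16 residual and 4 prior degrees of freedom and a median posterior SD of 0.0924 on the log2 scale. P values were adjusted by Benjamini-Hochberg within each comparison. The fold change threshold of 1.7 is a log2 ratio of 0.766. *slx5*Δ was compared with *slx8*Δ in the same fit. Whether replicate numbers pair the arrays across strains was checked once. For 136 pairs of strains the correlation of the difference between replicates had a median of 0.54 (range −0.02 to 0.88) and, with the dye effect removed, of 0.07 (range −0.45 to 0.55). The dye term was kept for this reason.

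The depth of an array is its signal over local background, with medians of 5.51 to 32.4 in Cy5 (median 13.0) and 3.39 to 25.8 in Cy3 (median 9.88). Spots under 2 times background made up 4.95% to 18.6% in Cy5 and 4.31% to 28.0% in Cy3, and saturated spots (over 65000) at most 1.44%. For probes near background the ratio is drawn towards 0.

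Gene lists were written from general knowledge before the data were examined: heat shock proteins and chaperones, oxidative stress defence, trehalose and glycogen metabolism, Msn2 and Msn4 genes, ribosomal proteins, ribosome biogenesis, DNA damage genes, a-specific, alpha-specific and haploid-specific genes, cell wall, PAU and COS families, 2 micron plasmid, SUMO pathway, proteasome, kinetochore, PP2A, iron, phosphate, methionine and sulfur, oxidative phosphorylation, TCA cycle, glycolysis, hexose transporters, histones, auxotrophic markers and the deleted genes. They were tested with camera (preset correlation 0.01), again with an estimated correlation, and with fry. A member counted as higher or lower at an adjusted p under 0.05, over all genes and adjusted over the list alone. No fold change threshold was applied to these counts. No member of the 2 micron list is on the array. Lists from Table S1 were chosen by the study on these samples.

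The genes named were fixed by a rule: the 12 highest and 8 lowest called genes of *slx5*Δ and of *slx8*Δ with the same sign on both arrays, the 3 highest and 2 lowest of every other strain, the 5 highest and 5 lowest of the direct comparison, the genes the paper names in its expression part, up to 4 members of each list with the largest change, and the marker genes. Genes named outside the rule are pointed out.

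The effect of the shared reference was gauged with 100 draws of simulated strains without changes. For each gene the reference was given a deviation drawn with the residual SD of 1 array. This size was assumed and not measured, and with 2 arrays per strain it fixes the simulated r near 0.67. The simulated covariances, shared signs and overlaps depend on it too. The fit was tested on simulated data. Of 200 genes changed in *slx5*Δ, 100% of those with a fold change of 2 and of 4 were recovered, 1 unchanged gene was called, and an unchanged strain gave 0 calls. These data gave the reference no deviation of its own. With one, in the 100 draws above, *slx5*Δ had 6.13 calls on average (1 to 16) and *slx8*Δ 6.04 (1 to 13). The other strains had a median of 6 (3 to 9). Both added chromosome copies were full second copies and were found, so smaller shifts were not tested.

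The alternatives were no background correction, print-tip loess, median centring, scaling between arrays, dropping dim probes, the authors' normalized values, the series table, values minus the median over 17 strains, no dye block, a trended and robust variance, unadjusted p, no fold change threshold, only the 4 *slx5*Δ and *slx8*Δ arrays, only called genes, within and across protocols, other chromosome limits, fry, and leaving out each array. Chosen after the data were seen were all gene probes of the array, and the series table without turning columns. Only the files of the GEO series were read, and not the other places of deposit that the paper names. The arrays of the aneuploid cultures, of the wt collection, of the published stress profiles and of ChIP are not among these files, nor are data of imaging or flow cytometry, so nothing was computed for them.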

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

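Some tests were chosen only after the result was seen: those on *LYS2*, on a-specific genes in an a/alpha state, on a fraction of a-like cells, on a shared response of the strains, and on the level of chromosome XII genes in the reference.

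Genes that MATalpha cells keep off were higher in *slx5*Δ and *slx8*Δ, which the paper does not discuss: *MFA1*, an a-factor gene, at 2.53 and 2.08, and in *slx5*Δ *MFA2*, its second gene, at 2.09 (dim on 70.6% of the arrays, *MFA1* on 35.3%, so the sizes are uncertain) and *STE2*, the alpha-factor receptor gene, at 1.28. A state of a/alpha after loss of silencing is argued against, since a/alpha cells also keep a-specific genes off. The 7 other than *AXL1* (0.03 in *slx5*Δ, named outside the rule) had medians of 1.28 (SD 0.77) in *slx5*Δ and 1.02 (SD 0.74) in *slx8*Δ. With *AXL1*, which this test left out, the medians were 1.19 and 0.79, so in *slx8*Δ the margin over the spread rests on that choice. Of 10 genes that are switched off in a/alpha cells, 3 were lower and 4 higher in *slx5*Δ and 3 lower and 2 higher in *slx8*Δ, which alone decides nothing. MATa cells carried over would raise a marker that the MATalpha parent lacks, but which one is unclear: *LYS2* was at −0.36 (SE 0.06) and −0.38, with a reference signal of 3.94 times background, and *MET17* (*met15* in the parent by Table S2, yet at 59.8 times background) at 0.04 (SE 0.08) and 0.39 (SE 0.08). A fraction of a-like cells that lost MATalpha information may be present, as 7 of these 7 genes were higher in *slx5*Δ and most of them in 11 of the 15 other strains. Carried-over and a-like cells cannot be told apart. The rise was not confined to a-specific genes: 3 of 4 alpha-specific genes were higher in *slx5*Δ and *slx8*Δ, with medians of 0.64 and 0.71. In *sgs1*Δ their median was 0.81, against 0.23 for the a-specific genes. All strains share 1 reference, so the 11 strains are not independent results. In *csm1*Δ, *pph22*Δ, *rts1*Δ and *ybp2*Δ 0 of the 7 were higher.

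Of all genes, 9 passed the adjusted p in the same direction in all 17 strains with a median past the fold change threshold, 7 higher and 2 lower (*RTC3* and *PHO84* passed that threshold in each of the 17, the others in 11 to 16), a signal that the paper does not analyse by itself. Over the strains *PHO84* had a median log2 ratio of −2.32, and *HSP12*, which passed in 16, one of 2.55. The level of these genes in the single reference culture alone is argued against by a moderated F test, in which 88.9% of the 9 genes differed between strains. *SPL2*, a phosphate gene, is the exception (adjusted p = 0.39). A shared response of the deletion strains may explain the rest, but with 0 arrays of wild type against the reference in the deposited set it cannot be told apart from a reference culture that differs from every strain.

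Genes of chromosome XII were slightly higher in strains for which the paper reports no aneuploidy: the median of 439 genes lay above the array median by 0.09 and 0.12 on the arrays of *csm1*Δ, by 0.08 and 0.09 in *ctf19*Δ and by 0.07 and 0.08 in *mcm21*Δ, where the largest of 10000 random gene sets lay at 0.03 to 0.04; smaller shifts, beyond 1000 random sets on both arrays, were in *ctf18*Δ (0.06 and 0.05) and *rmi1*Δ (0.03 and 0.05), and *slx5*Δ lay at 0.04 and 0.07. The level of these genes in the reference is argued against by 5 strains with a shift under 0.03 on both arrays, and the normalization by a lowest mean shift of 0.07 over 3 other normalizations. A few genes or one region are argued against in *ctf19*Δ and *mcm21*Δ, where the lowest of 4 equal parts in gene order lay at 0.06. In *csm1*Δ the parts in order lay at 0.01, 0.06, 0.16 and 0.16 on replicate 1, and at 0.00, 0.08, 0.16 and 0.22 on replicate 2. Random parts of that size had an SD of 0.014 and 0.021. A whole copy would raise all parts, so these values argue against it as the only source in *csm1*Δ, whose lowest shift over the chromosome was 0.09. There one region stays open. A fraction of cells with an extra copy may be present in *ctf19*Δ and *mcm21*Δ, whose lowest shift was 0.07. The share of cells would be 5.13% to 6.34%.

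Between *slx5*Δ and *slx8*Δ, 63 genes differed by the direct test, a difference between groups in which extraction protocol and strain cannot be told apart. Histone genes, which the paper does not discuss, had medians of −0.47 in *slx5*Δ and −0.33 in *slx8*Δ. *YOR015W*, next to the deleted *RTS1* and not discussed by the paper, was at −2.50 in *rts1*Δ.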

How the results depend on the processing

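Chosen after the data were seen were all gene probes and the series table as it stands. With no background correction, print-tip loess, dim probes left out (637), the authors' normalized values, the series table, a trended and robust variance, unadjusted p, or all gene probes of the array, the counts of changed genes stayed within 1.5 times their value. Under the normalizations, no background correction, the values of the authors, without dim probes and minus the median, no chromosome passed 0.3, and under these and without the dye block the list tests that passed numbered 29 to 33 (43 by fry) and the deleted genes 17, or 16 with median centring or without dim probes and 14 with the series table as it stands.

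Median centring gave a median pairwise r of 0.57 and a shared direction of 78.4%. Scaling between arrays gave 127 genes in *slx5*Δ, 47 in *slx8*Δ, 2 between them, a shared direction of 97.7% and 26 calls of Msn2 and Msn4 genes of Table S1, added over these 2 strains (51 in the main analysis). The cause was not tested. The series table as it stands gave a pairwise r of 0.60, since 3 columns keep the opposite direction. Without the fold change threshold there were 3339 and 3095 genes, 16524 over the other strains and 1853 between *slx5*Δ and *slx8*Δ. Over called genes alone r between these was 0.89. The pairwise r was 0.75 within and 0.57 across extraction protocols, and 0.69 and 0.58 for labelling. Without the block for replicate and dye, 331, 154, 1093 and 52 genes were called, r was 0.77 and 32 list tests passed.

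Values minus the median over 17 strains lose by construction what the strains share: 171 genes in *slx5*Δ, 45 in *slx8*Δ, 183 in the others, r 0.54, pairwise r −0.03, shared direction 49.2% and 24 such calls of Table S1. Higher and lower genes then numbered 6 and 6 in *cdc26*Δ, 1 and 1 in *cin8*Δ and *ctf19*Δ, 2 and 1 in *ctf4*Δ, 0 and 4 in *mcm21*Δ, 1 and 30 in *pph22*Δ, 2 and 5 in *rad18*Δ, 15 and 29 in *rts1*Δ and 0 and 10 in *ybp2*Δ. The sign reversed for *PHO84* in *slx5*Δ (0.00), *slx8*Δ (1.22), *cdc26*Δ (0.48), *csm1*Δ (0.59), *ctf19*Δ (0.11), *mcm21*Δ (0.45), *rad18*Δ (0.11) and *sgs1*Δ (0.44), for *HSP12* in *cdc26*Δ (−0.47), *cin8*Δ (−0.47), *ctf19*Δ (−0.64), *mcm21*Δ (−0.32), *rad18*Δ (−0.68), *rts1*Δ (−0.42) and *ybp2*Δ (−0.31), for *NCE103* in *ctf19*Δ (−0.06), *RTC3* (−0.47) and *TSL1* (0.00) in *pph22*Δ and *FIT3* in *rmi1*Δ (0.05). In *slx8*Δ it reversed for *MSN4* (−0.24), *CTT1* (−0.03), *PGM2* (−0.18), *STE3* (0.00), *YGP1* (−0.20), *FET4* (0.37), *SPL2* (0.22), *MMP1* (0.28), *QCR9* (−0.09), *HTA1* (0.05), *HTA2* (0.03) and *RMI1* (−0.06).

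Leaving out 1 array at a time, with the lone array assumed to vary like the others, gave 303 to 389 genes in *slx5*Δ, 154 to 183 in *slx8*Δ, 1086 to 1179 in the others, 36 to 105 between *slx5*Δ and *slx8*Δ, r 0.68 to 0.79, pairwise r 0.63 to 0.67, a shared direction of 93.1% to 95.5%, 17 to 17 deleted genes, 50 to 54 such calls of Table S1, 0 to 0 chromosomes and 30 to 33 lists. The count between *slx5*Δ and *slx8*Δ moved by more than 1.5 times: 99 without *slx5*Δ replicate 1, 36 without *slx5*Δ replicate 2 and 105 without *slx8*Δ replicate 1. So did single strains without 1 of their own arrays: *pph22*Δ, *ctf19*Δ, *ybp2*Δ, *cin8*Δ, *mcm21*Δ and *ctf4*Δ, with the values given beside their counts, as are those of the 7 strains that moved so with scaling. Values of named genes were followed at the adjusted p over the alternatives other than unadjusted p, no fold change threshold, all gene probes and the series table as it stands. Of these values, 14532 kept their side of the adjusted p, with the same direction or with neither fit passing. A further 294 no longer passed and 29 newly passed. The sign reversed, with at least 1 of the fits passing, for 31, all under subtraction of the median.

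Signal over background limits the dim probes, whose ratios are compressed. Not run were the authors' deposited comparisons, whose columns carry no strain names, and a fit without wt-variable genes, which no file identifies.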

Differences from the paper's values

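Counts of changed genes were compared for 14 strains at the paper's fold change threshold of 1.7, with its p read as adjusted. The comparisons are unlike: the paper tested each mutant against a collection of wt cultures and left out genes variable in wt, and here 2 arrays were tested against 0 on 1 reference with those genes kept. All 14 counts lie above the paper's. A count is listed as different where it is over 1.5 times the paper's and further from it than the SD of the counts without either replicate, which holds for 3. It does not hold for *cin8*Δ, with 68 against the paper's 34, whose counts without a replicate were 44 and 99. In *ctf18*Δ 109 genes changed, against the paper's 53. It differs under each alternative set before the data were examined, from 9 for values minus the median over 17 strains to 1737 without a fold change threshold. In *mcm21*Δ 31 genes changed, against the paper's 7. Of those alternatives only values minus the median over 17 strains (4) do not differ, and the others gave 20 (without replicate 2) to 509 (without a fold change threshold). In *ybp2*Δ 29 genes changed, against the paper's 3. Here too only values minus the median over 17 strains (10) do not differ, and the others gave 17 (without replicate 1) to 512 (without a fold change threshold).

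The paper states that all these mutants are highly similar to each other and to *slx5*Δ and *slx8*Δ, and that *rts1*Δ has a similar expression phenotype. It refers to a clustering by cosine correlation over genes significant in any mutant, with ratios against the wt collection and without wt-variable and deleted genes. The r given here is Pearson's over all tested genes against 1 reference, so the measures are unlike. Over the whole list of 15 strains the median r was 0.64 with *slx5*Δ and 0.57 with *slx8*Δ. At the low end, r of *rts1*Δ was 0.28 and 0.23, and r of *pph22*Δ 0.27 and 0.20. On the 343 genes changed in *slx5*Δ or *slx8*Δ, r was 0.41 and 0.39 for *rts1*Δ and 0.39 and 0.29 for *pph22*Δ. On the side of the statement, 27 of 40 Msn2 and Msn4 genes were higher in *rts1*Δ.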

Other observations

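The remaining gene lists are given as members higher and lower at the adjusted p in *slx5*Δ and *slx8*Δ, with the camera adjusted p of those that pass and then the one with an estimated correlation. Of all 6182 tested genes, 3339 and 3095 passed the adjusted p in either direction. A count near that share does not set a list apart. Of 126 ribosomal protein genes, 15 and 33 were lower (9 and 23 adjusted over the list alone; 0.0039 and 0.00021, then 0.30 and 0.21). The size of this fall depends on the normalization. The medians were −0.07 and −0.15, but −0.41 and −0.24 with median centring and −0.17 and −0.28 with the authors' normalized values. Of 8 a-specific genes 7 were higher in both (7 adjusted over the list alone; 8.4e-07 and 5.6e-06, then 0.092 and 0.090). Of 4 alpha-specific genes 3 were higher in both (4 and 3 adjusted over the list alone; 0.010 in *slx8*Δ, then 0.094). Of 26 genes of the PAU and COS families 20 and 22 were higher and 1 and 0 lower (20 and 22 higher, 2 and 0 lower adjusted over the list alone; 2.4e-08 and 3.2e-09, then 0.11 and 0.090). Of 17 TCA cycle genes 12 and 10 were higher (12 and 10 adjusted over the list alone; 0.00013 and 0.0028, then 0.12 and 0.23). Of 36 proteasome genes 29 were higher in *slx5*Δ (30 adjusted over the list alone; 1.6e-05, then 0.12), and in *slx8*Δ 6 were higher and 7 lower, with a median near 0 whose sign depends on the normalization.

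Of 38 kinetochore and spindle genes 17 were lower and 5 higher in *slx5*Δ, and 24 lower and 3 higher in *slx8*Δ, with the same numbers adjusted over the list alone. This list held in *slx8*Δ with an estimated correlation (0.012, against 0.00012 with the preset one). Of 12 SUMO pathway genes without the deleted one, 4 and 6 were lower and 1 and 0 higher (the same adjusted over the list alone; 0.020 in *slx8*Δ, then 0.13). Of 22 methionine and sulfur genes 8 were higher and 9 lower, then 10 and 2. Of 19 iron genes 6 were higher and 5 lower, then 8 and 2, with a median of 0.07 in *slx5*Δ that turned to −0.03 with median centring. Of 20 glycolysis genes 3 were higher and 4 lower, then 4 and 0, with medians of 0.11 and 0.08 that turned to −0.19 with median centring and −0.06 with the authors' values. For these 3 lists the numbers adjusted over the list alone were the same. Of 15 hexose transporter genes 8 were higher and 2 lower, then 5 and 0 (8 and 2, then 4 and 0 adjusted over the list alone). Of 5 PP2A genes 1 was higher and 1 lower, then 2 and 1 (1 and 0, then 2 and 1 adjusted over the list alone). Of 5 auxotrophic marker genes 1 was higher and 2 lower, then 2 and 2, and of the 16 deleted genes other than the strain's own 3 were higher and 3 lower, then 3 and 7, the same adjusted over the list alone. No 2 micron plasmid gene is on the array.

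Of 34 neighbours of deleted genes, 11 were lower and 6 higher at the adjusted p in the strain that lacks the gene beside them. Besides *YOR015W*, the others named here were picked after their values were seen: *YOR012W* at −0.75 in *rts1*Δ, *MPA43* at −0.45 in *rad50*Δ, *NOP1* at −0.44 in *slx5*Δ, *NDC1* at −0.30 in *rad52*Δ and *YDL186W* at 0.44 in *pph22*Δ. In the reference channel *HIS3* had a median signal of 8.92 times background, *LEU2* of 1.54 and *URA3* of 1.27. The 19 genes of the mitochondrial genome had a median log2 ratio of 0.68 in *rad18*Δ, −0.02 in *slx5*Δ and 0.00 in *slx8*Δ.

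The left arm of chromosome I (64 genes) lay at 0.20 on replicate 2 of *slx8*Δ. Of 272 pairs of strain and chromosome, 6 lay beyond each of 1000 random gene sets on both arrays: chromosome IX in *ctf18*Δ (0.14 and 0.08), and chromosome XII in *csm1*Δ, *ctf18*Δ, *ctf19*Δ, *mcm21*Δ and *rmi1*Δ. The authors' final table, by its own values at the thresholds used here, calls 66, 57, 44, 13, 10, 9 and 8 genes in its 7 unnamed comparisons.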
